# Transcriptomic Analysis Reveals Mechanisms of Sterile and Fertile Flower Differentiation and Development in *Viburnum macrocephalum* f. *keteleeri*

**DOI:** 10.3389/fpls.2017.00261

**Published:** 2017-03-01

**Authors:** Zhaogeng Lu, Jing Xu, Weixing Li, Li Zhang, Jiawen Cui, Qingsong He, Li Wang, Biao Jin

**Keywords:** sterile flower, fertile flower, transcriptome, gene expression, differentiation and development, *Viburnum macrocephalum* f. *keteleeri*

## Abstract

Sterile and fertile flowers are an important evolutionary developmental (evo-devo) phenotype in angiosperm flowers, playing important roles in pollinator attraction and sexual reproductive success. However, the gene regulatory mechanisms underlying fertile and sterile flower differentiation and development remain largely unknown. *Viburnum macrocephalum* f. *keteleeri*, which possesses fertile and sterile flowers in a single inflorescence, is a useful candidate species for investigating the regulatory networks in differentiation and development. We developed a *de novo*-assembled flower reference transcriptome. Using RNA sequencing (RNA-seq), we compared the expression patterns of fertile and sterile flowers isolated from the same inflorescence over its rapid developmental stages. The flower reference transcriptome consisted of 105,683 non-redundant transcripts, of which 5,675 transcripts showed significant differential expression between fertile and sterile flowers. Combined with morphological and cytological changes between fertile and sterile flowers, we identified expression changes of many genes potentially involved in reproductive processes, phytohormone signaling, and cell proliferation and expansion using RNA-seq and qRT-PCR. In particular, many transcription factors (TFs), including MADS-box family members and ABCDE-class genes, were identified, and expression changes in TFs involved in multiple functions were analyzed and highlighted to determine their roles in regulating fertile and sterile flower differentiation and development. Our large-scale transcriptional analysis of fertile and sterile flowers revealed the dynamics of transcriptional networks and potentially key components in regulating differentiation and development of fertile and sterile flowers in *Viburnum macrocephalum* f. *keteleeri*. Our data provide a useful resource for *Viburnum* transcriptional research and offer insights into gene regulation of differentiation of diverse evo-devo processes in flowers.

## Introduction

Flower development is attracting great attention as a fascinating topic for studying plant development and evolution. Angiosperm flowers and inflorescences display great diversity in morphology, with various shapes, sizes, and other traits (Cooley et al., 2008), underlying the diverse consequences of the evolutionary development (“evo-devo”) of flowering plants. According to the capacity for sexual reproduction and gamete formation, flowers can be divided into fertile and sterile flowers. Fertile flowers are capable of producing fertile gametes for further generations, due to their normal sexual organs. In contrast, sterile flowers have abnormal stamens, defective anthers, or no viable pollen, and thus fail to produce seeds (Donoghue et al., 2003; Jin et al., 2010). Many sterile flowers are far larger and more conspicuous than fertile flowers within the same inflorescence (Nielsen et al., 2002; Donoghue et al., 2003; Jin et al., 2010). Such sterile flowers exist in many genera, including *Viburnum* (Adoxaceae) and *Hydrangea* (Hydrangeaceae), and in the Asteraceae family, and are considered to be an evolutionary consequence of long-term ecological selection by pollinator attraction, which plays an important role in enhancing reproductive success (Donoghue et al., 2003; Jin et al., 2010). However, the developmental regulation of sterile flowers, which makes them conspicuously different from fertile flowers in appearance and structure, remains unclear.

RNA-seq approaches have been used extensively to characterize gene expression and determine genetic networks in flower development (Ó'Maoiléidigh et al., 2014; Zhang et al., 2014). In recent years, many of the key floral regulators in *Arabidopsis thaliana* and other species have been identified through large-scale analyses of floral transcriptomes (Ó'Maoiléidigh et al., 2014; Zhang et al., 2014; Vining et al., 2015). For example, the MADS-box family genes encode a family of transcription factors that control diverse developmental processes such as flowering time, meristem identity, and floral organ identity (Becker and Theißen, 2003; Ó'Maoiléidigh et al., 2014). The ABCDE-class genes act in a combinatorial way to specify sepal, petal, stamen, carpel, and ovule formation (Pelaz et al., 2000; Theissen and Melzer, 2007). Many other genes, including genes encoding transcription factors (TFs), have also been shown to be required for the development of anthers, pollen, and the tapetum. For instance, the altered function of *ABORTED MICROSPORES* (*AMS*; Xu et al., 2010), callose synthase 5 (*CALS5*; Dong et al., 2005), SBP-Like 8 (*SPL8*; Xing et al., 2010), or *EXCESS MICROSPOROCYTES1/EXTRA SPOROGENOUS* (*EMS1*/*EXS*; Canales et al., 2002) can result in reduced fertility or male sterility in flowering plants. Phytohormone signaling molecules, including auxin (Cecchetti et al., 2008), gibberellin (Cheng et al., 2004), jasmonate (Yuan and Zhang, 2015), cytokinin (Bartrina et al., 2011; Han et al., 2014), and brassinosteroid (Ye et al., 2010), are involved in regulating the development and fertility of flowers. For example, gibberellins promote flower growth via cell expansion and/or proliferation (Achard et al., 2009). Overexpression of jasmonate signaling pathway proteins (JAZs) usually results in low fertility or male sterility (Yuan and Zhang, 2015). These investigations have indicated the presence of a complex gene regulatory network underlying floral organ development and fertility; however, our current knowledge and understanding of the gene regulatory networks involved in the differentiation and development of sterile and fertile flowers remain limited.

*Viburnum macrocephalum* f. *keteleeri*, a Chinese wild shrub, is a useful candidate species for investigating sterile and fertile flowers (Jin et al., 2010). Its inflorescence consists of an outer ring of eight large sterile flowers surrounding a center of small bisexual fertile flowers (Figure 1M). Previous morphological and anatomical studies in this species have shown that sterile and fertile flowers are similar during the early developmental stages and diverge in subsequent developmental stages (Jin et al., 2010). The divergence between sterile and fertile flowers is prominent in the blooming stage. Relative to normal fertile flowers, sterile flowers have big, showy petals, ruptured stigmas, defective anthers, and abnormal microsporogenesis, apparently with a role in pollinator attraction (Jin et al., 2010). These findings showed that the sterile flowers developed and differentiated from early fertile flowers in the same inflorescence, and thus could be model materials to compare the formation mechanism with that of fertile flowers in the same genetic background.

**Figure 1:**
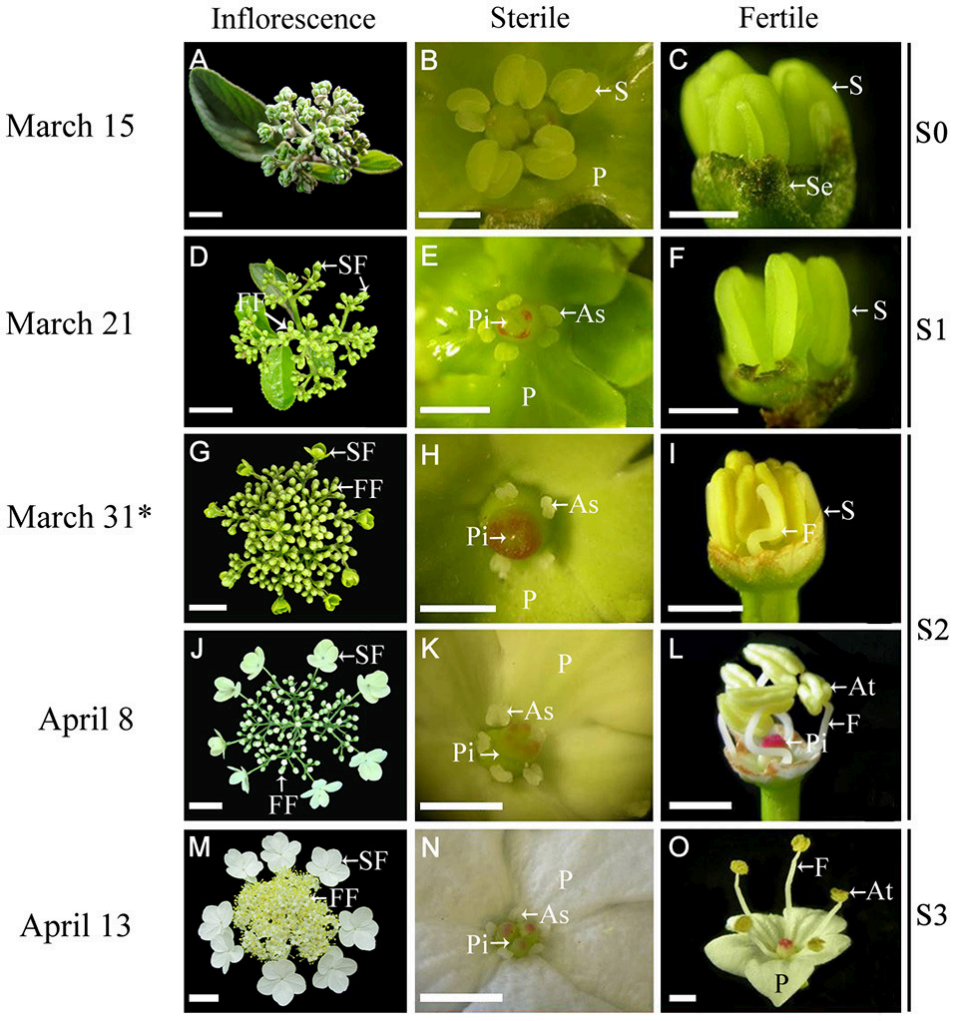
**Morphological comparison of fertile and sterile flowers during development stages in ***V. macrocephalum*** f. ***keteleeri***. (A–C)** Inflorescence at early developmental stages (March 15, S0). Normal stamens, pistils, and petals were seen in fertile and sterile flowers. **(D–F)** Inflorescence ~1 week before anthesis (March 21, S1). Stamens (or anthers) and pistils (or stigmas) of sterile flowers appeared abnormal, but were normal in fertile flowers. **(G–L)** Inflorescence at the rapid developmental stage (March 31 to April 8, at anthesis, S2). Sterile flowers generally bloomed, with enlarged petals and degraded stamens and pistils, whereas fertile flowers showed elongated filaments, plump anthers, and pistils. **(M–O)** Inflorescence at the peak flowering stage (April 13, S3). Fully degraded stamens and pistils were seen in sterile flowers, whereas dehiscent anthers produced pollen grains in fully developed fertile flowers. SF, sterile flower; FF, fertile flower; S, stamen; P, petal; Pi, pistil; As, abnormal stamen; At, anther; Se, sepal; and F, filament. Asterisks indicate RNA-seq samples for Illumina sequencing. Bars = 2 cm **(A)**, 3 cm **(D,G,J,M)**, 1 mm **(B,C,E,F,H,K,N)**, 2 mm **(I,L,O)**.

To investigate the gene and molecular regulation mechanism underlying the development of fertile and sterile flowers, we used Illumina RNA-seq technology to generate a comprehensive floral transcriptome from *V. macrocephalum* f. *keteleeri*. Combined with morphological and cytological comparisons between fertile and sterile flowers, we screened and identified candidate differentially expressed genes (DEGs). A global analysis of TFs was performed to identify differentially expressed TFs. We also performed quantitative reverse transcription PCR (qRT-PCR) experiments to determine expression changes in several key regulators involved in multiple functions at different developmental stages. These results provide a first comprehensive overview of the genes and related functions that are required for the differentiation and development of sterile and fertile flowers.

## Materials and methods

### Plant materials and RNA extraction

Fertile and sterile flowers were collected from 15-year-old *V. macrocephalum* f. *keteleeri* plants grown on the campus of Yangzhou University (32°39′ N, 119°43′ E, Yangzhou, China) under natural conditions. To collect samples for RNA, fertile and sterile flowers from inflorescences at various developmental stages [early developmental stage S0 (Figures 1A–C), initial flowering stage S1 (Figures 1D–F), rapid flowering stage S2 (Figures 1G–L), and peak flowering stage S3 (Figures 1M–O)] were sampled separately, snap-frozen in liquid nitrogen, and stored at −80°C until used for total RNA isolation. The fertile and sterile flowers from earlier developmental stages (S0, S1) are difficult to distinguish by morphological observation, although their anatomical structural differences can be visualized under a stereomicroscope in S1. Thus, fertile and sterile flowers derived from one inflorescence at S2 (March 31) were selected for RNA-seq. Three biological replicates for each sample were selected randomly from three individuals, and each biological replicate contained 4–6 sterile or fertile flowers. Samples from fertile and sterile flowers at S1, S2, and S3 were used for qRT-PCR experiments. Additionally, 10 inflorescences with fertile and sterile flowers were collected and prepared for morphological and anatomical observations.

All total RNA samples were extracted from fertile and sterile flowers using the Mini BEST Plant RNA Extraction Kit (TaKaRa, Dalian, China) and treated with genomic DNA (gDNA) Eraser (TaKaRa, Dalian, China) to reduce or eliminate any DNA contamination. RNA quality and quantity were determined using a Nanophotometer spectrophotometer (IMPLEN, CA, USA) and the Qubit RNA Assay Kit with a Qubit 2.0 Fluorometer (Life Technologies, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit for the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA), and RNA samples with RNA integrity numbers (RINs) > 7.1 were used for RNA-seq.

### Morphological and anatomical observations

For inflorescences containing fertile and sterile flowers at different developmental stages, we first took photographs against a black background using a digital camera. Similarly, the developmental processes of stamens and pistils within fertile and sterile flowers were captured using a stereomicroscope (Olympus SZX7, Tokyo, Japan). In addition, petal lengths and widths of fertile and sterile flowers were determined using AutoCAD software, based on photographs from 30 samples at the S1, S2, and S3 stages.

From morphological observations, about 20 petal specimens were cut separately from fertile and sterile flowers at S2, using a razor blade, and ~3 mm^3^ of each sample was prefixed in 2.5% (v/v) glutaraldehyde (in 0.1 mol/L phosphate buffer, pH 7.2) at 4°C overnight. After postfixing in 1% (w/v) osmium tetroxide for 6 h at room temperature, the samples were washed three times in 0.2 M phosphate buffer (pH 7.2), dehydrated through an ethanol series, treated twice for 30 min with propylene oxide, and then infiltrated with 1:1 propylene oxide/resin in embedding capsules overnight, before finally embedding in Spurr's resin (Wang et al., 2016). For ultrastructural observations, 70 nm-thick sections were cut with a Leica EM UC6 ultramicrotome (Leica Microsystems GmbH, Wetzlar, Germany), and stained with 1% (w/v) uranyl acetate and 1% (w/v) lead citrate. Petals cells were observed and photographed under a Philips Tecnai 12 transmission electron microscope (JEOL Ltd., Tokyo, Japan).

### Illumina sequencing and *de novo* assembly

RNA (~3 μg per sample) was used as the input material for constructing libraries. RNA-seq libraries were prepared using the TruSeq Paired-End (PE) Cluster Kit v3-cBot-HS (Illumina, PE125) according to the manufacturer's protocol. Libraries from fertile and sterile flowers, with three biological replicates, were sequenced in a single Illumina Hiseq 2500 flowcell, generating >139 million paired-end reads per sample. A Perl script was written to remove low-quality sequences (reads with a base quality < 20). For *de novo* reference transcriptome assembly, all high-quality RNA-Seq reads were pooled from the Illumina sequencing of each of the six samples (three biological replicates) and were then used as input for assembly using Trinity software (Grabherr et al., 2011). All raw sequence data have been deposited in the NCBI Sequence Read Archive (SRA, accession number SRP076665).

### Functional annotation and classification

All Illumina-assembled unigenes (the longest transcript for each gene) were aligned against the NCBI non-redundant protein (Nr) (http://www.ncbi.nlm.nih.gov/), NCBI non-redundant nucleotide sequence (Nt), Pfam (http://pfam.xfam.org/), KOG (http://www.ncbi.nlm.nih.gov/COG/), Swiss-Prot (http://www.uniprot.org/), and KEGG (http://www.genome.jp/kegg) databases using BLASTX alignments with an *E*-value cut-off of 10^−5^. With Nr annotation, Gene ontology (GO) annotations of unigenes were obtained using the Blast2GO software (http://www.geneontology.org; Götz et al., 2008). GO has three ontologies describing molecular function, cellular components, and biological processes (Ashburner et al., 2000). We then used the WEGO software to perform GO functional classifications of all unigenes to understand the distribution of gene functions at the macro level (Ye et al., 2006). Based on KEGG mapping, unigenes were assigned to multiple pathways, using BLASTx, thereby retrieving KEGG Orthology (KO) information.

### Differential gene expression analysis

Before performing differential expression analysis of unigenes, we estimated gene expression levels for each sample using the RSEM software package (Li and Dewey, 2011). The FPKM (expected number of fragments per kilobase of transcript sequence per million base pairs sequenced) value was used to quantify gene expression levels (Trapnell et al., 2010), which takes the influence of both the sequencing depth and gene length on read count into account. These expressed data sets are available at the NCBI GEO, under accession number GSE83429. Next, we conducted a differential expression analysis of two conditions using the DESeq R package (ver. 1.10.1; Anders and Huber, 2010). DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on a negative binomial distribution. The *P*-value was adjusted using the Benjamini and Hochberg approach (Benjamini and Hochberg, 1995). Genes with an adjusted *P*-value < 0.05, as found by DESeq, were deemed to be differentially expressed. GO functional enrichment analysis of the differentially expressed genes (DEGs) was carried out with the GOseq R package, based on a Wallenius non-central hyper-geometric distribution (Young et al., 2010), which can find significantly enriched GO terms in DEGs vs. the genome background. To understand high-level functions and utilities of the biological system, all DEGs were assigned to the diverse pathways of the KEGG database. Then, we used the KOBAS software to test the statistical enrichment of differentially expressed genes within the KEGG pathways (Mao et al., 2005).

### qRT-PCR validation and expression analysis

We conducted qRT-PCR experiments to confirm and analyze basic expression levels of a subset of candidate functional genes. Treated RNA solutions (10 μL) (without DNA contamination) from fertile and sterile flowers at S1, S2, and S3 were subjected to reverse transcriptase reactions with the PrimeScript RT Reagent Kit (TaKaRa, Dalian, China) according to the manufacturer's protocol. Gene-specific primers were designed using Primer 5.0 software (Table S1). The *SAND* (NC_003071.7) gene was used as a housekeeping gene to normalize the expression of the investigated genes. qRT-PCR was performed using a CFX Connect Real-Time thermal cycler (Bio-Rad, USA) using a SYBR Premix Ex Taq Kit (TaKaRa) following the manufacturer's protocol. PCR reactions were performed as follows: 95°C for 30 s, followed by 40 cycles of 95°C for 5 s, 60°C for 30 s, and 72°C for 10 s. Each reaction had three biological replicates, and comparative threshold (Ct) values were determined with the Bio-Rad CFX Manager software (ver. 3.1.1517.0823). Relative expression levels of target genes were calculated using the 2^−ΔΔ*Ct*^ method (Livak and Schmittgen, 2001). Standard errors of the mean among the replicates were calculated. Non-overlapping letters (a–c) indicate significant differences between fertile or sterile flowers at different stages, based on ANOVA analysis and Multiple Range Tests with a confidence level of 95%. Similar significance analyses were conducted comparing fertile and sterile flowers in each stage.

### Phylogenetic analyses

The MADS-box gene sequences used were from the *V. macrocephalum* f. *keteleeri* transcriptome and from *A. thaliana*. The *A. thaliana* MADS-box gene sequences were downloaded from the Arabidopsis Information Resource (TAIR10) (http://www.arabidopsis.org). All multiple sequence alignments and phylogenetic trees for MADS-box genes were constructed using MEGA6.06 software and the neighbor-joining (NJ) algorithm, according to the manual (Tamura et al., 2013). Bootstrap analyses with 1,000 replicates were used to assess the robustness of the tree.

## Results

### *De novo* assembly of the *V. macrocephalum* f. *keteleeri* flower transcriptome

We observed inflorescence development at four stages, from March 15 to April 13 (Figure 1). At the early stage (March 15, S0) sterile flowers developed five petals and one pistil surrounded by five stamens, similar to fertile flowers (Figures 1A–C). One week later (March 21, before anthesis, S1), the fertile flowers had normal stamens (or anthers) and pistils (Figures 1D,F), while the sterile flowers exhibited degenerated stamens (or anthers) and ruptured stigmas (Figures 1D,E). During the rapid developmental process (March 31 to April 8, at anthesis, S2), sterile flowers bloomed gradually, petals enlarged (Figures 1G,J), and stamens and pistils continued to deform or collapse (Figures 1H,K), whereas the fertile flowers developed elongated filaments, plump anthers, and pistils (Figures 1I,L). At the peak flowering stage (April 13, S3), fertile flowers produced pollen grains, and pistils were developed fully (Figures 1M,O), whereas in the sterile flowers, the stamens and pistils had degenerated completely (Figure 1N).

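RNA from fertile flowers (n = 3 libraries) and sterile flowers (n = 3 libraries) was sequenced as paired-end reads. The paper states that all libraries were run on a single flowcell. Without a reference genome, the authors assembled the pooled reads into unigenes, estimated expression with RSEM and deposited, for each library, an expected read count and an FPKM value for each of 105683 unigenes. The expected counts summed to 17620716, 18838514 and 18948970 in fertile replicates 1, 2 and 3, and to 21258865, 18211042 and 17066843 in sterile replicates 1, 2 and 3. The mapped reads in Table S3 count both reads of a pair, whereas the files count a pair once, and the file totals were used here. The smallest abundance a library can show, taken as 3 counts of its total, lay between 0.141 and 0.176 CPM. The counts were rounded to whole numbers, normalized by edgeR's TMM method and compared between flower types by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the 49802 unigenes with at least 10 counts over the 6 libraries. Log2 fold changes are sterile over fertile throughout, so a negative value means lower expression in sterile flowers.
Counts of fertile replicates 1 and 2 were far closer to each other than those of any other pair of the same flower type. Over the 28343 unigenes with at least 20 counts in the pair, the chi-square statistic divided by its degrees of freedom was 1.27 for fertile replicates 1 and 2, above the value of 1 that sampling alone gives. It was 26.94 and 28.54 for the other fertile pairs and between 45.67 and 119.9 for the sterile pairs. Because the counts of fertile replicates 1 and 2 still differed by more than sampling noise, they were kept as separate replicates. That excess does not show that they are biologically independent, so the result with their counts summed is given beside the DEG numbers. The SDs and adjusted p-values of single unigenes in the main fit still treat both libraries as independent. They may therefore overstate the certainty. Replicate numbers are taken from the sample labels. Across 16065 unigenes, which are not independent replicates, deviations from the group means correlated at 0.431, 0.217 and 0.740 for fertile and sterile libraries with the same number, and between -0.671 and 0.405 for libraries with different numbers. The main fit had no replicate block. With the replicate block, 4874 unigenes were upregulated and 6071 downregulated in sterile flowers, against 3756 and 5105 without it. Table S2 shows a larger gap between read 1 and read 2 quality in fertile replicate 3 and sterile replicates 1 and 3 than in the other libraries. Each of these sets has a single library of one flower type, too few for a separate test, and with the set as a covariate 2864 unigenes were upregulated and 4227 downregulated. The sample labels and the paper differ on which flower type lies in the outer ring of the inflorescence, and the libraries were assigned by flower type, on which both give the same assignment.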

To investigate differences in the transcriptomes of sterile and fertile flowers, we sequenced RNA samples extracted from sterile and fertile flowers at S2 (March 31), using the Illumina Hiseq2500 platform. Three biological replicates were prepared for sterile and fertile flowers, resulting in 139.05 and 139.86 million raw reads in the two samples, respectively (Table S2). After removal of filtering adapters, low-quality sequences, and ambiguous reads, we obtained approximately 133.40 million and 134.32 million paired-end clean reads in sterile and fertile flowers, respectively (Table S2). In total, 267.72 million pooled clean reads were used for the assembly of sequences with the *de novo* Trinity software. This assembly resulted in 132,788 transcripts with a mean length of 740 bp (N50 = 1323 bp; Figure 2A), and included 105,683 unigene sequences with a mean length of 631 bp (N50 = 1016 bp; Figure 2B). Sequences ranging from 200 to 2,000 bp in length accounted for nearly 91.9% of the total transcripts and 94.3% of the total unigenes. In total, 10,713 (8.1%) transcripts and 6020 (5.7%) unigenes were >2,000 bp in length (Figure 2C). For the validation and annotation of the assembled unigenes, all unigene sequences (105,683 unigenes) were searched against public protein databases using the BlastX program (*E* < 1e^−5^). The results indicated that 20,724 (19.6%) unigenes had significant matches in the Nt database, while 38,224 (36.16%), 26,744 (25.3%), 26,629 (25.19%), 13,637 (12.9%), 30,381 (28.74%), and 12201 (11.54%) unigenes showed significant similarities to known proteins in the Nr, Swiss-Prot, Pfam, KOG, GO, and KO databases, respectively (Figure S1A). Of the 105,683 unigenes, 43,870 (41.51%) were successfully annotated from at least one database. Additionally, the species distribution in the Nr database showed that 18,615 (48.70%) unigenes had highest similarities to sequences from *Vitis vinifera* (48.7%), *Populus trichocarpa* (10.60%), or *Ricinus communis* (9.20%; Figure S1B).

**Figure 2:**
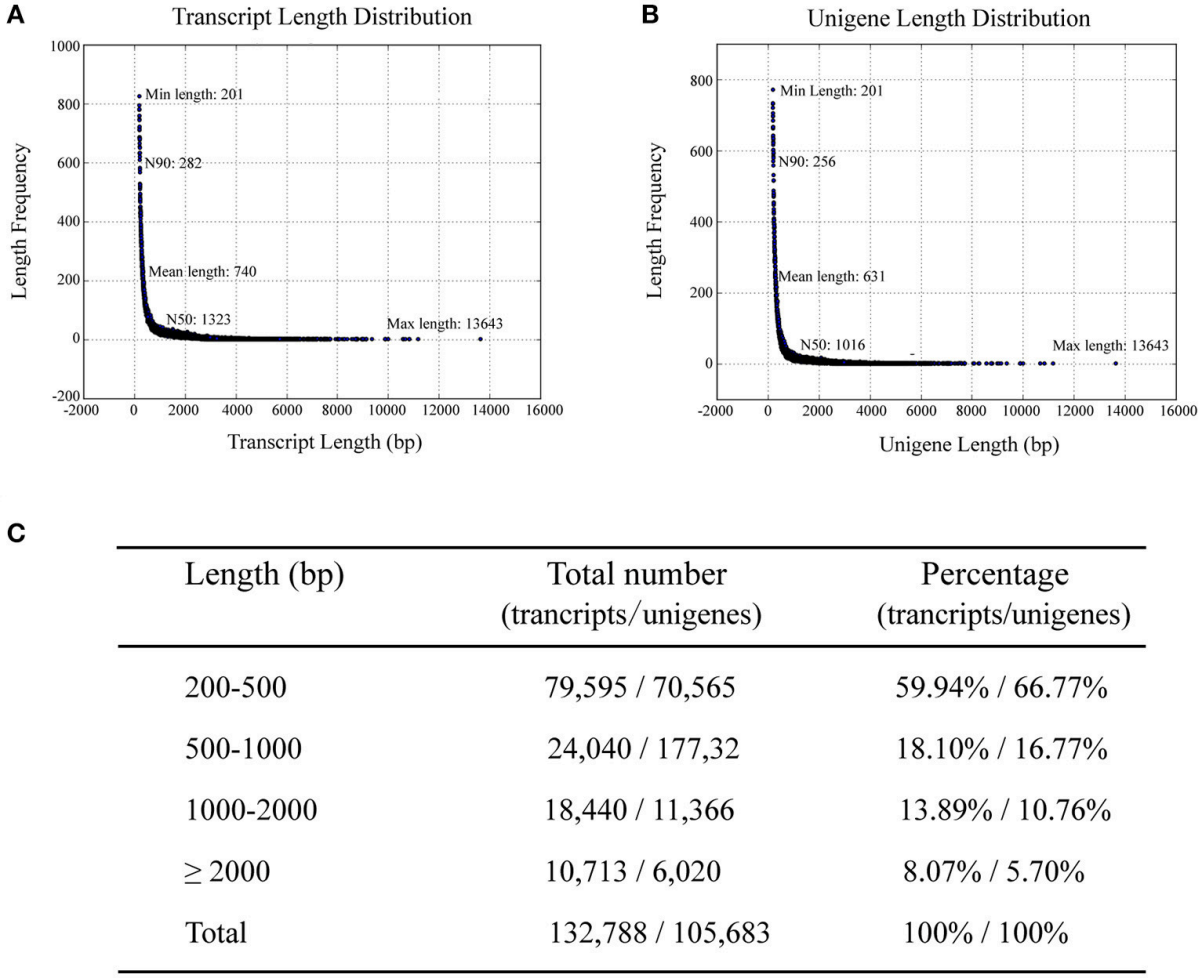
**Length distribution of assembled transcripts and unigenes. N50/N90 represents 50 or 90% length of all unigenes sequences. (A)** Distribution of assembled transcripts. **(B)** Distribution of assembled unigenes. **(C)** Percentage of assembled transcripts and unigenes within different length intervals.

To further characterize the functional classifications of the annotated unigenes, we searched the annotated sequences for genes involved in GO classifications. Using Nr annotations, 30,381 (28.74%) unigenes could be categorized into 58 functional groups and summarized into the three main GO categories (biological processes, cellular components, and molecular functions; Figure S1C). In each of the three main GO classifications, “binding,” “cell,” and “cellular process” were the most highly represented groups. We also noticed some identified genes involved in other important biological processes, such as reproductive processes and growth. KEGG analysis revealed the biological pathways in which the unigenes were likely involved. Assembled unigenes were compared with the KEGG database using BLASTx and the corresponding pathways were identified. In total, 12,201 unigenes showed significant matches and were assigned to 274 KEGG pathways (Figure S1D). A large proportion of these unigenes belonged to translation (1,530 unigenes), followed by signal transduction (1,254 unigenes), and carbohydrate metabolism (1,169 unigenes). We also noticed that many genes were involved in cell growth and death (428 unigenes) and developmental (75 unigenes) pathways.

### Global analyses of gene expression profiles and distinct enrichment analysis of DEGs between sterile and fertile flowers

The numbers of clean reads that mapped preferentially to the assembled unigenes were 110,816,400 in fertile flowers and 113,073,500 in sterile flowers (Table S3). 

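The deposited expected counts, in which a read pair counts once, summed to 55408200 over the 3 fertile libraries and to 56536750 over the 3 sterile libraries. Totals per library ran from 17620716 to 18948970 in fertile flowers, with a median of 18838514, and from 17066843 to 21258865 in sterile flowers, with a median of 18211042. The number of unigenes with at least 1 count was 66821, 67665 and 62082 in fertile replicates 1 to 3, and 72820, 65848 and 56800 in sterile replicates 1 to 3. The 10 most abundant unigenes took between 4.79% and 6.9% of the counts of a library.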

Based on the mapping results, we further estimated the expression levels of these unigenes in terms of FPKM values. We filtered the unigenes with low expression by applying a cut-off of RPKM < 0.3, and the remaining 72,908 and 69,372 unigenes for sterile and fertile flowers, respectively, were deemed to be expressed genes (data not shown). 

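From the deposited FPKM values, 73195 unigenes in sterile flowers and 69639 in fertile flowers had a mean FPKM of at least 0.3 over the 3 libraries. The paper does not state how replicates were combined for its cut-off. Single libraries had 61689, 61917 and 55248 such unigenes in fertile flowers and 67674, 60296 and 50059 in sterile flowers. The spread between the sterile libraries was therefore larger than the difference between the flower types. Requiring the cut-off in all 3 libraries left 35905 unigenes in sterile flowers and 39942 in fertile flowers, which changed the order of the flower types.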

DEGs were determined using DEseq with an adjusted *P* ≤ 0.05. Based on the DEG analysis, 1,908 unigenes were upregulated in sterile flowers, whereas 3,767 unigenes were downregulated in sterile flowers (Table S4; Figures 3A,B). 

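Of the 49802 unigenes tested, 3756 were upregulated and 5105 downregulated in sterile flowers at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 1908 upregulated unigenes in Table S4, 1903 were among them, as were 1985 of the 1999 downregulated unigenes in the rows of Table S4 analysed here. The paper drew that table from these same libraries. Its sets in Figures 4B and 9B and Tables S6, S7, S8 and S10 were picked from the same DEGs. Agreement with them was therefore largely built in and is not independent support. Among DEGs with a mean FPKM of at least 1 in the higher flower type and the same direction in all 3 pairs of libraries with the same number, the largest increase was that of c45364_g1, with 0.7 ± 0.6062 normalized counts in fertile flowers and 475.4 ± 99.88 in sterile flowers (SD, n = 3 each), a log2 fold change of 9.20 (standard error 0.47, adjusted p = 9.00e-06). The largest decrease was that of c51026_g2, with counts of 2320, 2478 and 1205 in fertile flowers and none in sterile flowers, a log2 fold change of -13.99 (standard error 0.67, adjusted p = 4.95e-05). The numbers moved most when a fertile library was left out. Without fertile replicate 2, 1747 unigenes were upregulated and 3072 downregulated. With the counts of fertile replicates 1 and 2 summed into 1 library, a setting chosen after seeing the data, the numbers were 1882 and 3269. Under every setting tried except 1, more unigenes were downregulated than upregulated in sterile flowers. The exception, also chosen after seeing the data, removed each library's trend with unigene length and gave 5694 upregulated and 4696 downregulated unigenes.

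**Figure D1:**
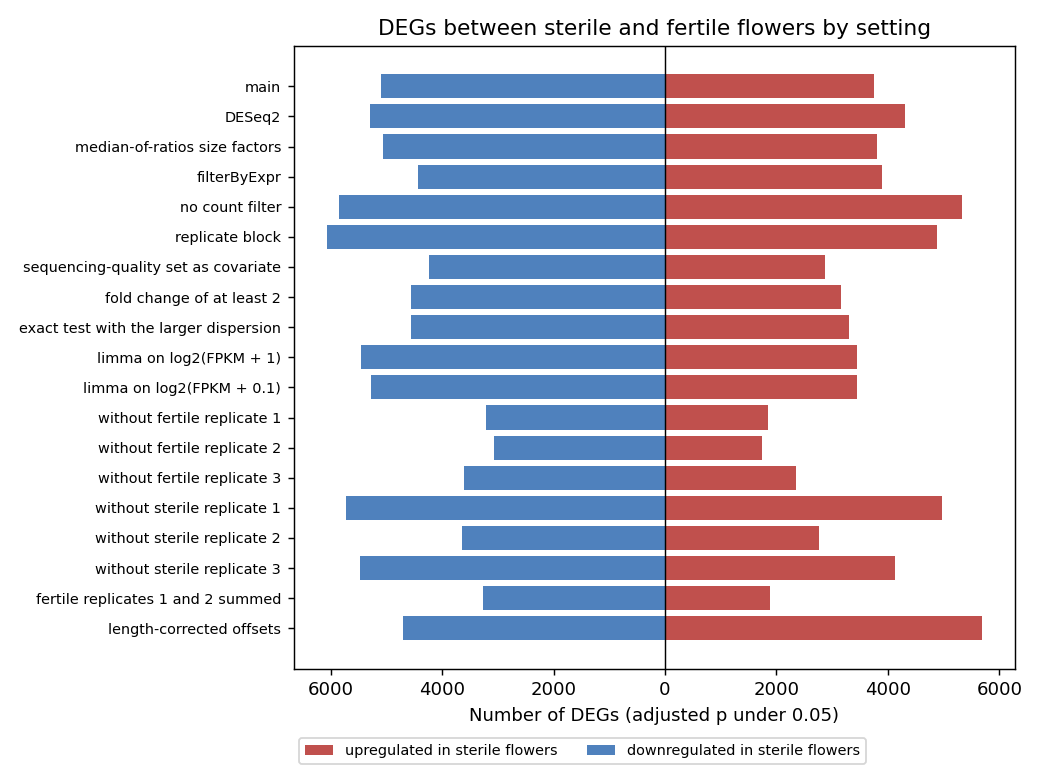
Number of DEGs by setting, with upregulated unigenes (red) to the right of 0 and downregulated unigenes (blue) to the left. The row called main has 3756 upregulated and 5105 downregulated unigenes, and the row with fertile replicates 1 and 2 summed has 1882 and 3269.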

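Among the DEGs, 1025 had counts in fertile flowers and none in the 3 sterile libraries, and 93 had counts in sterile flowers and none in the 3 fertile libraries. All 34 unigenes that Table S4 lists as specific to sterile flowers and 740 of the 742 it lists as specific to fertile flowers passed the test in that direction. The number specific to sterile flowers depended strongly on the filter on low counts. It was 6 with edgeR's filterByExpr and 444 with no count filter, where the number specific to fertile flowers was 421 and 1218. With a mean FPKM below 0.3 in place of a count of 0, the setting that raised both numbers most, 2090 were specific to fertile and 445 to sterile flowers. A count of 0 means that a transcript was not detectable at this depth.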

Among those DEGs, 742 DEGs were only expressed in fertile flowers, and only 34 DEGs were specifically expressed in sterile flowers (Table S4; Figure 3C).

**Figure 3:**
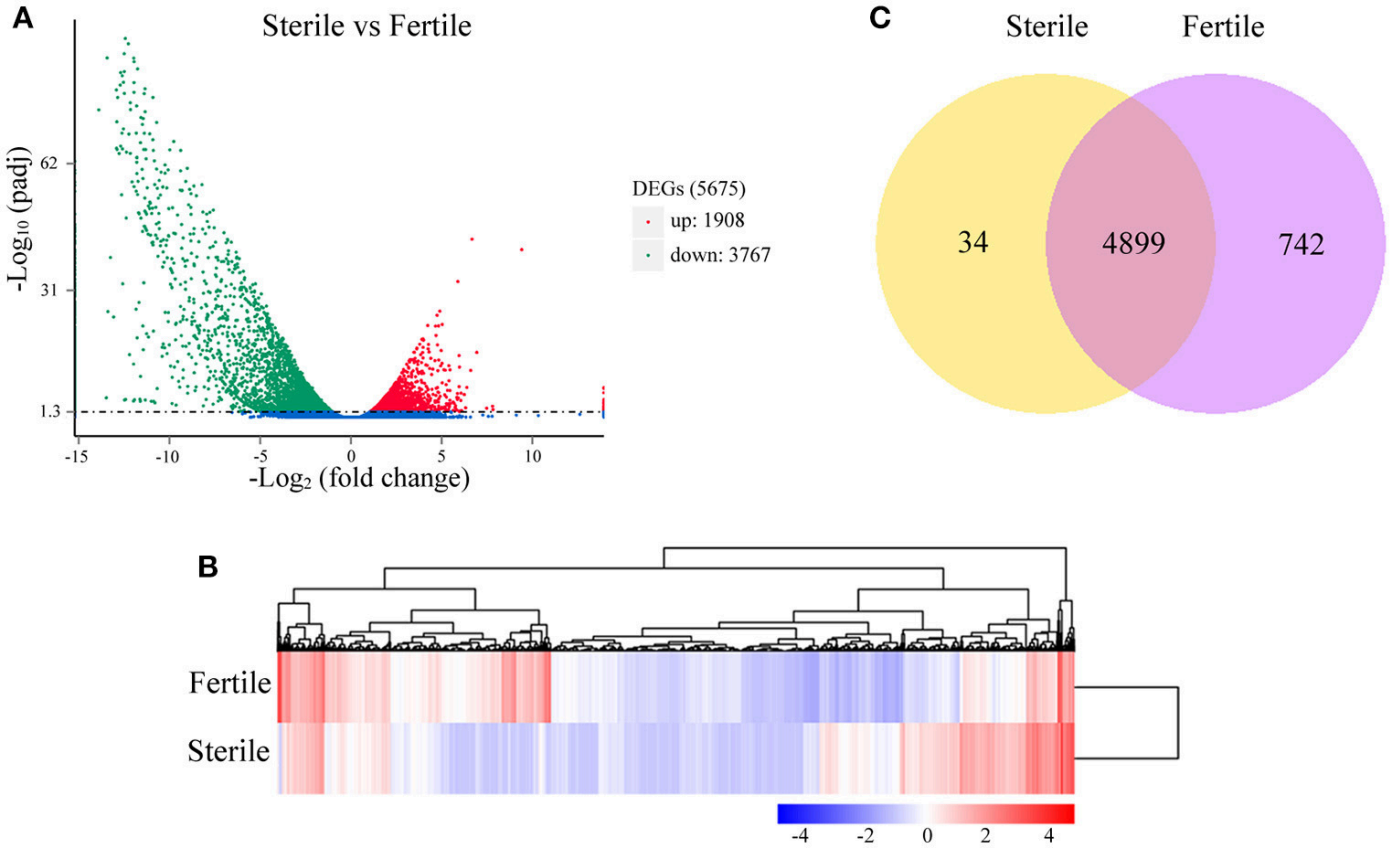
**Distribution of DEGs between fertile and sterile flowers. (A)** Red spots represent upregulated DEGs and green spots indicate downregulated DEGs. Those shown in blue are unigenes that did not show obvious changes. **(B)** Clustering analysis of all DEGs between fertile and sterile flowers. Each row corresponds to a gene, while the samples are represented by the columns. The expression levels for each gene [(log^10^ FPKM (number of fragments per kilobase of transcript sequence per million base pairs sequenced) + 1] in a given sample is represented on a blue (low expression) to red (high expression) scale. **(C)** Specifically- and commonly-expressed genes in fertile and sterile flowers.

We further performed GO and KEGG enrichment analyses to investigate the biological functions of the DEGs we identified. We found that, in sterile flowers, 1,340 (36.68%) upregulated DEGs were successfully assigned to 45 significantly enriched GO terms, and 2,313 (63.32%) downregulated unigenes were significantly enriched in 42 GO terms (corrected *P* ≤ 0.05; Table S5). Among these significantly enriched GO terms, we focused on some important factors that may be involved in differentiation and development of fertile and sterile flowers. We found that many upregulated DEGs were enriched significantly in photosynthesis (GO: 0015979) and light harvesting (GO: 0009765), and many downregulated genes were enriched significantly in the starch metabolic process (GO: 0005982) and sucrose metabolic process (GO: 0005985) terms (Table 1). 

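Each of these 4 unigenes had lower counts in every sterile library than in any fertile library. DRP1C (c101321_g1) had 756.7 ± 177 normalized counts in fertile flowers and 42.88 ± 18.29 in sterile flowers (SD, n = 3 each), a log2 fold change of -4.12 (standard error 0.35, adjusted p = 1.29e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. COPT1 (c49933_g1) was not detected in sterile flowers and had 281.5 ± 48.35 normalized counts in fertile flowers (SD, n = 3), a log2 fold change of -11.14 (standard error 0.53, adjusted p = 5.07e-05). GAM1 (c57595_g3) had 333 ± 81.7 normalized counts in fertile flowers and 27.31 ± 7.585 in sterile flowers (SD, n = 3 each), a log2 fold change of -3.59 (standard error 0.31, adjusted p = 1.41e-04). SHT (c57651_g1) varied more between fertile libraries, with counts of 705, 713 and 5 in replicates 1, 2 and 3 against 1, 1 and 0 in sterile flowers, a log2 fold change of -9.28 (standard error 1.86, adjusted p = 0.0104). With each library left out in turn, the adjusted p of SHT rose to at most 0.0555, and those of the other 3 unigenes stayed under 0.05. The difference of SHT moved most with limma on log2(FPKM + 1), where its adjusted p was 0.0975.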

Moreover, we found that genes related to pollen development (GO: 0009555) and gametophyte development (GO: 0048229), such as gene homologs of dynamin-related protein 1C (c101321_g1, *DRP1C*), copper transporter 1 (c49933_g1, *COPT1*), spermidine hydroxycinnamoyl transferase (c57651_g1, *SHT*), and transcription factor GAMYB (c57595_g3, *GAM1*) (Table S5), were downregulated significantly in sterile flowers (Table 1). The KEGG enrichment results were similar to the GO-enriched terms and the gene expression profiles. KEGG pathway annotations showed that upregulated and downregulated unigenes were enriched in 131 and 149 KEGG pathways, respectively. We listed the top 20 enriched pathways with the highest representation in a scatter plot (Figure 4A). 

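Of the 31 unigenes that Figure 4B lists under photosynthesis, 30 were upregulated and 1 was downregulated in sterile flowers at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes ran from -2.40 to 3.41, with a median of 1.74. The paper had picked them as DEGs from these same libraries. PETH (c48707_g1) had 1378 ± 129.2 normalized counts in fertile flowers and 5668 ± 896.6 in sterile flowers (SD, n = 3 each), a log2 fold change of 2.04 (standard error 0.20, adjusted p = 2.85e-04). PSBP (c428_g1) had 501.6 ± 9.164 normalized counts in fertile flowers and 1235 ± 317.8 in sterile flowers (SD, n = 3 each), a log2 fold change of 1.30 (standard error 0.22, adjusted p = 0.00514). PSAL (c40849_g1) had 2319 ± 387.3 normalized counts in fertile flowers and 11101 ± 3639 in sterile flowers (SD, n = 3 each), a log2 fold change of 2.26 (standard error 0.28, adjusted p = 0.00102). The number upregulated fell to 21 when fertile replicate 2 was left out, the largest change under any setting tried. The enrichment itself rests on pathway annotations that are not in the files analysed here. From the enrichment of these unigenes among the upregulated DEGs, the paper names photosynthesis as the most significantly enriched pathway in sterile flowers.

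**Figure D2:**
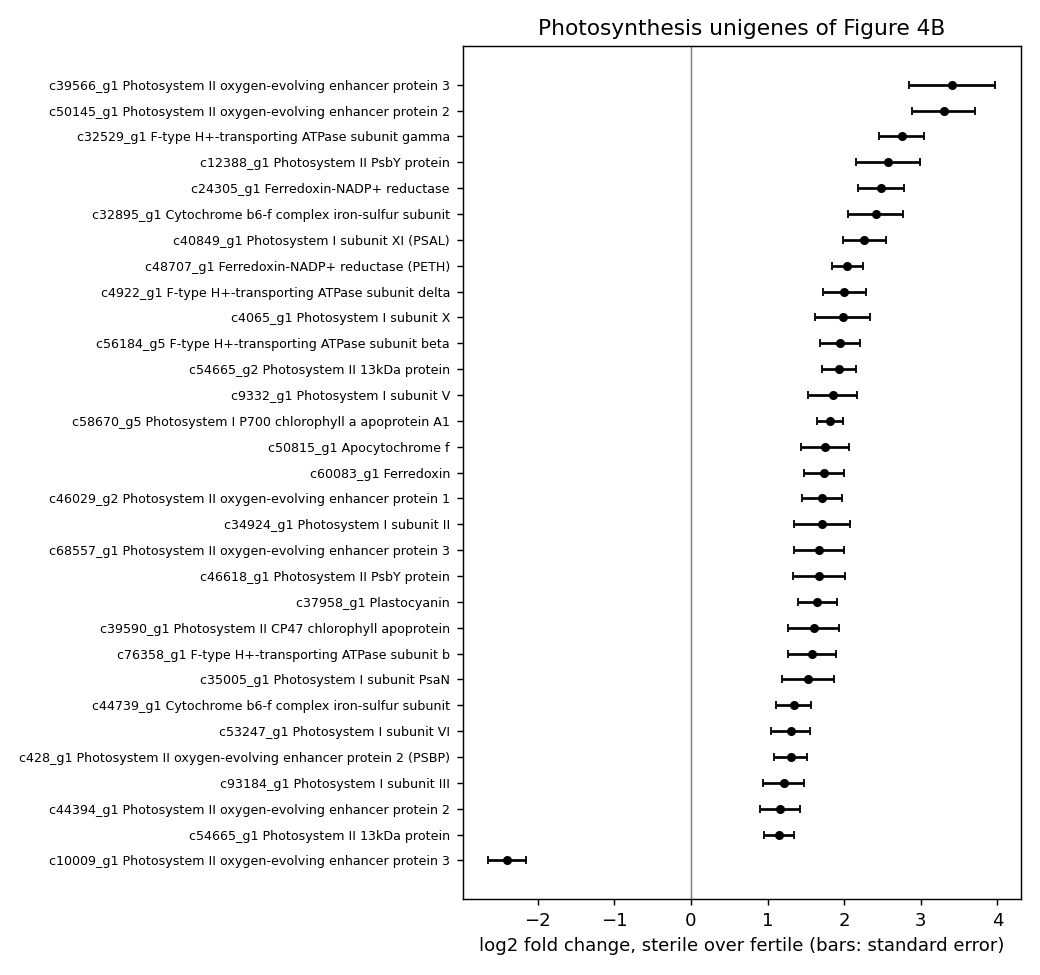
Log2 fold change (sterile over fertile) of each photosynthesis unigene of Figure 4B, on the horizontal axis, one row per unigene, as points with bars of 1 standard error on each side. Of the 31 unigenes, 30 lie to the right of 0, and the lowest lies at -2.40.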

Of these, photosynthesis was the most significantly enriched pathway among the upregulated DEGs in sterile flowers (corrected *P* ≤ 0.05), and 31 DEGs encoding proteins associated with photosynthesis were identified: for example, ferredoxin-NADP reductase (c48707_g1, *PETH*), photosystem II oxygen-evolving enhancer protein 2 (c428_g1, *PSBP*), and photosystem I subunit XI (c40849_g1, *PSAL*; Figure 4B). The most significantly enriched pathway among downregulated DEGs in sterile flowers was starch and sucrose metabolism. In total, 49 DEGs encoding proteins related to starch and sucrose metabolism, including pectinesterase (c57992_g8, *PME*), beta-glucosidase (c679_g1, *BGLU*), sucrose-phosphate synthase (c45976_g1, *SPS*), and UDP-glucose 6-dehydrogenase (c34950_g1, *UGD*) were identified (Figure 4B). 

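All 49 of these unigenes had lower expression in sterile flowers, and 48 of them passed an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Log2 fold changes ran from -12.85 to -2.15, with a median of -7.98. As for photosynthesis, the set came from the paper's DEGs in the same libraries. PME (c57992_g8) had counts of 8472, 8912 and 9974 in fertile flowers and 2, 2 and 0 in sterile flowers, a log2 fold change of -12.69 (standard error 0.45, adjusted p = 2.86e-06). BGLU (c679_g1) was counted 146, 163 and 47 times in fertile replicates 1, 2 and 3 and was not detected in sterile flowers, a log2 fold change of -9.92 (standard error 1.02, adjusted p = 0.0013). SPS (c45976_g1) had 774.3 ± 134.4 normalized counts in fertile flowers and 4.645 ± 3.83 in sterile flowers (SD, n = 3 each), a log2 fold change of -7.36 (standard error 0.45, adjusted p = 2.20e-05). UGD (c34950_g1) had 1692 ± 192.9 normalized counts in fertile flowers and 80.68 ± 26.75 in sterile flowers (SD, n = 3 each), a log2 fold change of -4.38 (standard error 0.28, adjusted p = 2.75e-05). The only member not past the threshold was a pectinesterase, c57728_g1, a log2 fold change of -2.35 (standard error 0.76, adjusted p = 0.0721), and it passed with the replicate block (adjusted p = 0.0252). Leaving out fertile replicate 2 lowered the number past the threshold most, to 46. Several members belong to the same enzyme family, so reads of similar copies could have been split between unigenes by the authors' counting.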

Through ultrastructural observations, we found that chloroplasts were clearly visible in petal cells of sterile flowers, but were only rarely present in fertile flowers. Furthermore, fewer starch grains were contained in the petal cells of sterile flowers than in fertile flowers (Figure 4C). These significant differences in chloroplast and starch grain distributions in petal cells from sterile and fertile flowers confirmed a close correlation between petal organs and the KEGG enrichment analysis and GO-enriched results.

**Table 1:** **GO terms significantly enriched among up- and downregulated DEGs**.

**GO term^a^**	**Description**	**Number in input list**	**Number in BG/Ref^b^**	**Corrected *P***
**UPREGULATION**				
GO:0006464	Cellular protein modification process	196	2,602	3.41E-07
GO:0006118	Electron transport	52	715	0.020327
GO:0015979	Photosynthesis	47	440	0.0001254
GO:0009416	Response to light stimulus	24	145	4.43E-05
GO:0019684	Photosynthesis, light reaction	14	93	0.0086153
GO:0007267	Cell–cell signaling	13	64	0.0016466
GO:0009765	Photosynthesis, light harvesting	8	22	0.00021899
GO:0009638	Phototropism	3	3	0.025256
**DOWNREGULATION**				
GO:0044042	Glucan metabolic process	111	502	2.17E-19
GO:0005984	Disaccharide metabolic process	110	478	2.60E-20
GO:0005985	Sucrose metabolic process	100	442	5.01E-18
GO:0005982	Starch metabolic process	98	441	3.40E-17
GO:0046351	Disaccharide biosynthetic process	14	53	0.0042711
GO:0005992	Trehalose biosynthetic process	14	49	0.0019354
GO:0009555	Pollen development	14	40	0.00066549
GO:0048229	Gametophyte development	14	58	0.030959

a *These significantly enriched GO terms were selected from Table S5 for their important functions in flower development*.

b *BG/Ref, Background/Reference*.

**Figure 4:**
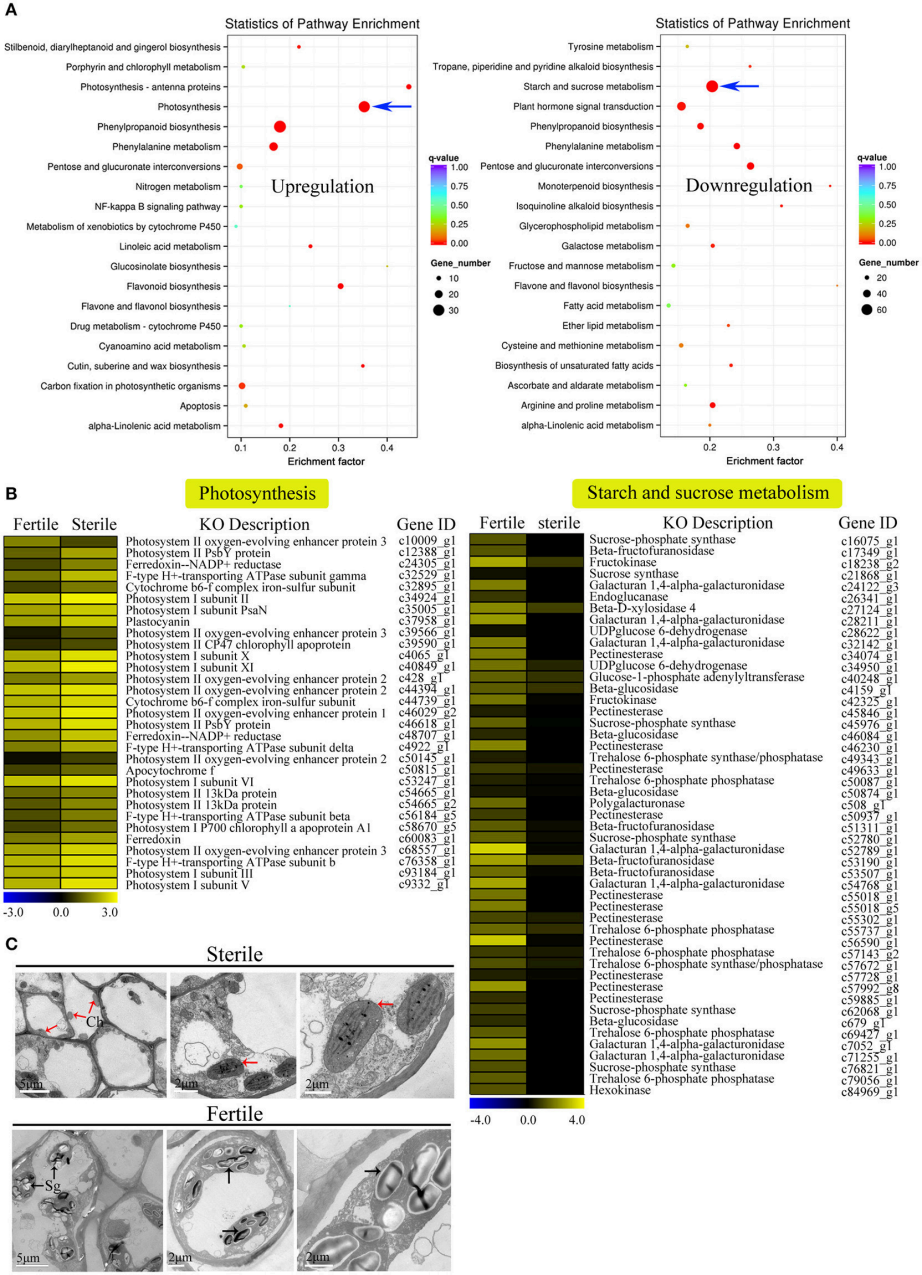
**KEGG enrichment analysis of DEGs (upregulated and downregulated) revealed significantly enriched photosynthesis pathway, starch and sucrose metabolism pathway, and related genes. (A)** Statistics for the top 20 enriched pathways among upregulated and downregulated genes. The degree of KEGG enrichment was determined by the enrichment factor, *q*-value, and gene number. The sizes and colors of spots represent the number of DEGs and the *q*-value. Blue arrow points to the most significantly enriched pathways. **(B)** Expression profile of DEGs involved in photosynthesis (31 DEGs) and starch and sucrose metabolism pathways (49 DEGs) between fertile and sterile flowers. Heatmap shows expression profiles of DEGs. The rows and columns represent genes and samples (fertile and sterile flowers), respectively. Expression differences are shown in different colors. Yellow indicates a high expression level and blue indicates a low expression level. **(C)** Ultrastructural observations of petals of fertile and sterile flowers. Ch, chloroplast; Sg, starch grain. Red and black arrows indicate chloroplasts (sterile flowers) and starch grains (fertile flowers), respectively.

### Identification of candidate DEGs involved in reproductive processes and expression dynamics analysis

Sterile flowers exhibited degenerated stamens (or anthers) and pistils, which were distinct from fertile flowers with normal stamens and pistils (Figure 1). 

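Table S6 lists 49 unigenes, 40 of them lower and 9 higher in sterile flowers in the paper's values. In the counts analysed here, every one changed in the direction the table gives, and 47 passed an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper picked these unigenes as DEGs from the same libraries, so this agreement is not independent support. Of the 21 unigenes for anther and pollen development, 18 were downregulated and 3 upregulated in sterile flowers. All 3 callose synthase unigenes and all 7 for female gametophyte development were downregulated. Among 4 tapetum unigenes, 2 were downregulated and 2 did not pass the threshold without the replicate block. With the block, all 49 unigenes of the table passed. Of the 2 meiosis unigenes, 1 was downregulated and 1 upregulated. For programmed cell death, 7 were downregulated and 5 upregulated. The number past the threshold was lowest, at 43, with limma on log2(FPKM + 0.1).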

Thus, we concentrated on genes involved in reproductive processes, including anther and pollen development, tapetum development, callose synthase, female gametophyte development, meiosis, and programmed cell death (PCD), and found that many candidate genes were differentially expressed between sterile and fertile flowers (Table S6; Figure 5A). 

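The 3 LAT52 unigenes were nearly absent from sterile flowers. The unigene c93006_g1 had counts of 13727, 15220 and 15706 in fertile flowers and 2, 4 and 1 in sterile flowers, a log2 fold change of -12.63 (standard error 0.40, adjusted p = 2.47e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For c29743_g1 the counts were 10895, 12017 and 12613 against 1, 4 and 1, a log2 fold change of -12.50 (standard error 0.45, adjusted p = 2.86e-06), and for c12254_g1 they were 18282, 20779 and 19175 against 9, 6 and 14, a log2 fold change of -10.97 (standard error 0.46, adjusted p = 4.32e-06). Reads of these similar unigenes could have been divided between them by the authors' counting. The largest shift came with limma on log2(FPKM + 1), a scale that understates changes of unigenes nearly absent from a flower type, and took c29743_g1 to -9.78.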

For example, the homologs of genes involved in another development, such as *LAT52*, which encodes the anther-specific LAT52 protein, showed significantly lower expression in sterile flowers. 

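NEC1 (c32415_g1) had 640.6 ± 293 normalized counts in fertile flowers and 15.31 ± 13.32 in sterile flowers (SD, n = 3 each), a log2 fold change of -5.46 (standard error 0.89, adjusted p = 0.00386) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 6 GAM1 unigenes were downregulated in sterile flowers, with log2 fold changes from -12.43 to -1.97. Of the SF3 unigenes, c50177_g1 had counts of 1378, 1525 and 962 in fertile flowers and none in sterile flowers, a log2 fold change of -13.36 (standard error 0.51, adjusted p = 2.07e-05), and c52265_g1 had a log2 fold change of -9.36 (standard error 0.42, adjusted p = 5.29e-06). ACOS5 (c41877_g1) had 1284 ± 319.5 normalized counts in fertile flowers and 2.283 ± 1.518 in sterile flowers (SD, n = 3 each), a log2 fold change of -9.06 (standard error 0.41, adjusted p = 5.37e-06). On the log2(FPKM + 1) scale, which understates changes of unigenes absent from a flower type, limma gave -5.92 for c50177_g1.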

Most of the homologous regulators related to pollen development, including the bidirectional sugar transporter NEC1 (*NEC1*), myb-like DNA-binding domain transcription factor GAMYB (*GAM1*), pollen-specific protein SF3 (*SF3*), and 4-coumarate-CoA ligase-like 1 (*ACOS5*) were downregulated in sterile flowers. Additionally, gene homologs related to callose synthase, tapetum development, and female gametophyte development, such as callose synthase 2 (*CALS2*), transcription factor ABORTED MICROSPORES (*AMS*), and protein RADIALIS-like 1 (*RL1*), and homologs of meiosis-related PAIR1-like protein (*PAIR1*-like), also showed lower expression in sterile flowers than in fertile flowers. 

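CALS2 (c52243_g2) had 121.9 ± 26.53 normalized counts in fertile flowers and 23.07 ± 6.777 in sterile flowers (SD, n = 3 each), a log2 fold change of -2.41 (standard error 0.33, adjusted p = 0.00162) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RL1 (c60462_g1) was counted 105, 112 and 167 times in the fertile libraries and not in the sterile libraries, a log2 fold change of -10.04 (standard error 0.67, adjusted p = 2.10e-04). PAIR1-like (c46786_g1) had 54.82 ± 8.275 normalized counts in fertile flowers and 19.37 ± 2.326 in sterile flowers (SD, n = 3 each), a log2 fold change of -1.50 (standard error 0.29, adjusted p = 0.00936). AMS (c52517_g2) had counts of 77, 69 and 0 in fertile replicates 1, 2 and 3 and none in sterile flowers, a log2 fold change of -8.63 (standard error 2.32, adjusted p = 0.0509), which narrowly missed the threshold of 0.05. Its counts came only from fertile replicates 1 and 2, which were nearly identical. The setting changed its adjusted p widely, to 0.00135 with the replicate block and 0.228 with the exact test that takes the larger dispersion. PAIR1-like did not pass with limma on log2(FPKM + 1), at an adjusted p of 0.0564. From the lower expression of these unigenes in sterile flowers, the paper reasons that they are important for normal development of the reproductive organs.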

In contrast, the expression levels of all these genes were upregulated significantly in fertile flowers, indicating that these genes are important for the normal development of reproductive organs.

**Figure 5:**
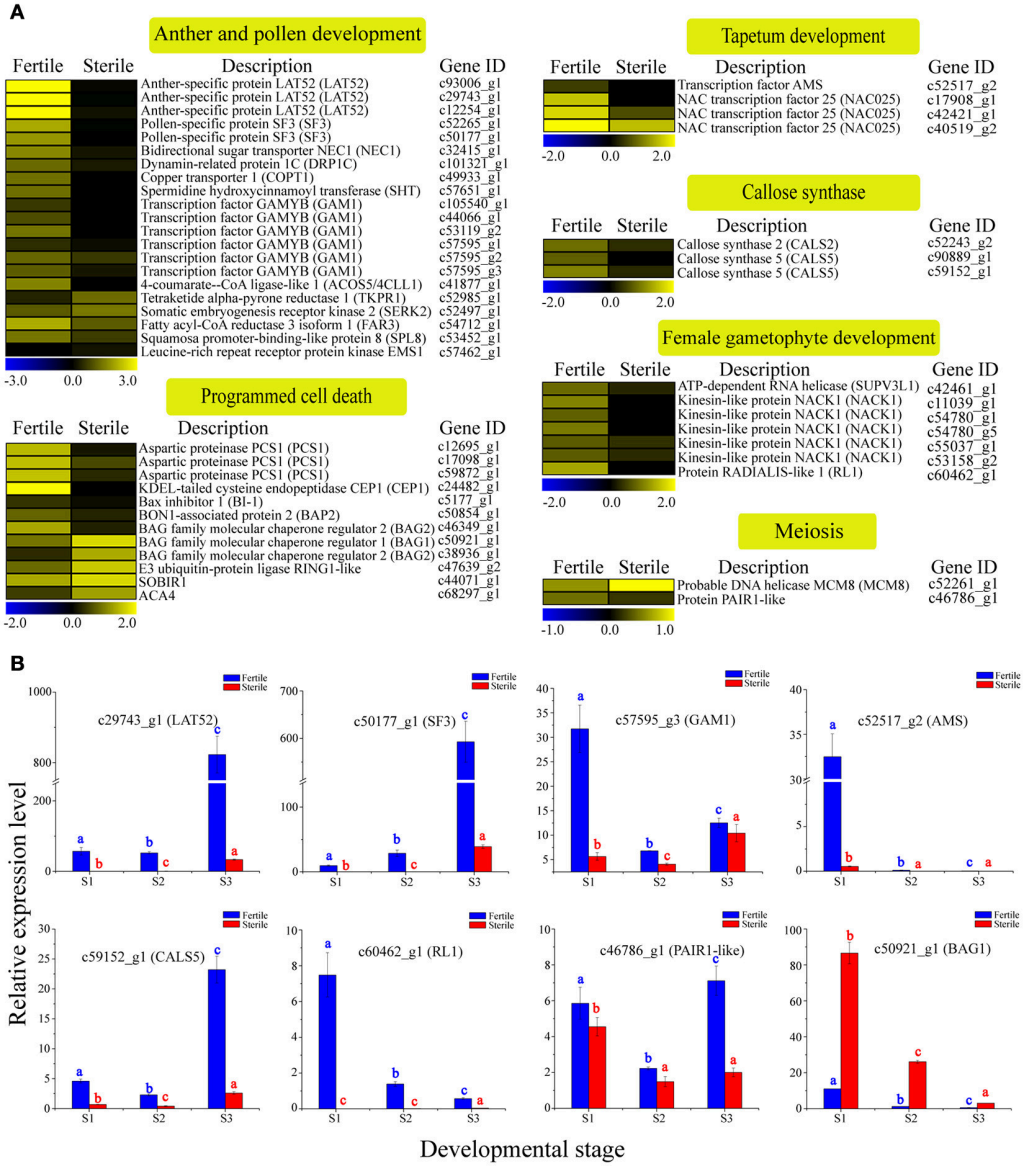
**Expression profile of 49 DEGs involved in reproductive processes between fertile and sterile flowers of *V. macrocephalum* f. *keteleeri* and qRT-PCR analysis. (A)** Heatmap shows expression of genes associated with anther and pollen development, tapetum development, callose synthase, female gametophyte development, meiosis, and programmed cell death (PCD) in RNA-seq samples (fertile and sterile flowers at March 31). The bar represents the scale of the expression levels for each gene in fertile and sterile flowers, as indicated by blue (low expression) and yellow rectangles (high expression). **(B)** qRT-PCR analysis of the expression profiles of eight transcripts during fertile (blue) and sterile flower (red) development. The points (S1–S3) from left to right on the *x*-axis represent different developmental stages. The *y*-axes show relative expression levels analyzed by qRT-PCR. Columns and error bars indicate means and standard deviations of relative expression levels (*n* = 3), respectively. Non-overlapping letters (a–c) indicate significant differences (*P* < 0.05) between fertile (blue letters) or sterile flowers (red letters) from different stages. Significant differences (*P* < 0.05) between fertile and sterile flowers in each stage were also evaluated.

Programmed cell death (PCD) occurs commonly in flowering and reproduction processes, and is required for tapetum and pollen development (Thomas and Franklin-Tong, 2004; Zhang et al., 2014). Thus, we next analyzed the homologs of PCD negative regulators, such as aspartic proteinase PCS1 (*PCS1*); calcium-transporting ATPase 4, plasma membrane-type (*ACA4*); Bax inhibitor 1 (*BI-1*); and tapetal PCD-associated KDEL-tailed cysteine endopeptidase CEP1 (*CEP1*) and found that their expression levels were all low in sterile flowers and higher in fertile flowers. 

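The 3 PCS1 unigenes had log2 fold changes from -5.63 to -3.44, all downregulated in sterile flowers by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ACA4 (c68297_g1) had 766.3 ± 226.8 normalized counts in fertile flowers and 33.25 ± 5.515 in sterile flowers (SD, n = 3 each), a log2 fold change of -4.53 (standard error 0.31, adjusted p = 3.84e-05). BI-1 (c5177_g1) had few reads, with counts of 17, 11 and 18 in fertile flowers and 2, 1 and 4 in sterile flowers, a log2 fold change of -2.67 (standard error 0.65, adjusted p = 0.0238), and its adjusted p rose to at most 0.0906 when a library was left out. CEP1 (c24482_g1) had counts of 2752, 3055 and 0 in fertile replicates 1, 2 and 3 and 0, 1 and 0 in sterile flowers, a log2 fold change of -12.08 (standard error 2.63, adjusted p = 0.0149). CEP1 was thus not detected in fertile replicate 3. Its adjusted p rose to at most 0.102 when a library was left out and to 0.187 with the exact test that takes the larger dispersion.

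**Figure D3:**
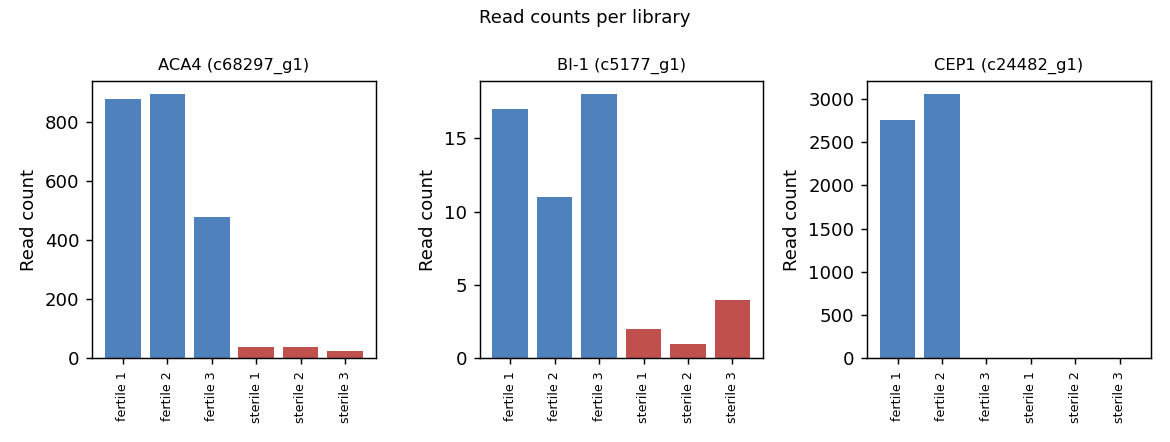
Read counts of ACA4, BI-1 and CEP1 in each of the 3 fertile (blue) and 3 sterile (red) libraries, one bar per library, not normalized, with a separate vertical axis for each unigene. CEP1 has 2752, 3055 and 0 counts in fertile replicates 1, 2 and 3.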

Additionally, BAG family molecular chaperone regulator 1 (*BAG1*) and *BAG2*, which may act as positive regulatory factors in PCD, were upregulated in sterile flowers and downregulated in fertile flowers. 

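BAG1 (c50921_g1) had 28.72 ± 1.743 normalized counts in fertile flowers and 496.8 ± 196.5 in sterile flowers (SD, n = 3 each), a log2 fold change of 4.11 (standard error 0.33, adjusted p = 9.18e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both BAG2 unigenes changed in the same direction. For c46349_g1 the values were 143.1 ± 27.98 normalized counts in fertile flowers and 1045 ± 301.3 in sterile flowers (SD, n = 3 each), a log2 fold change of 2.87 (standard error 0.28, adjusted p = 2.77e-04), and for c38936_g1 they were 184.2 ± 23.6 normalized counts in fertile flowers and 1085 ± 484.3 in sterile flowers (SD, n = 3 each), a log2 fold change of 2.56 (standard error 0.32, adjusted p = 0.00101). The log2 fold change of BAG1 was lowest, at 3.29, with limma on log2(FPKM + 1). From the opposite changes of these regulators and of PCS1, ACA4, BI-1 and CEP1, the paper proposes that regulators of programmed cell death are associated with the degeneration of the reproductive organs.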

These results indicate that these PCD regulators may be associated with the degenerescence of reproductive organs contributing to differentiation and development of sterile and fertile flowers.

To validate the differential expression results, eight DEGs involved in reproductive processes, *LAT52, SF3, GAM1, AMS, CALS5, RL1, PAIR1*-like, and *BAG2*, were selected for qRT-PCR analysis (Figure 5B). The results showed that the relative expression levels of seven key regulators were lower in sterile flowers than in fertile flowers at S2, confirming, in all cases, the differential expression observed with RNA-Seq. Moreover, we compared the changes in these expression levels during the various development stages of sterile and fertile flowers and found that *LAT52, SF3, GAM1, AMS, CALS5, RL1*, and *PAIR1*-like genes showed higher levels of expression from S1 to S3 in fertile than sterile flowers. In contrast, *BAG1* showed a lower level of expression from S1 to S3 in fertile flowers. We further found that the levels of the *LAT52, SF3*, and *CALS5* remained low in S1 and S2 and then increased significantly from S2 to S3 in fertile flowers, whereas *AMS* showed highest expression in S1 and was almost undetectable in S2 and S3, indicating that *LAT52, SF3*, and *CALS5* are involved in maintaining pollen and tapetum development, and *AMS* made a greater contribution to regulating early tapetum development of fertile flowers than of sterile flowers.

### Identification of candidate DEGs associated with cell proliferation and expansion and expression dynamics analyses

Through morphological analyses of petal development at the S1, S2, and S3 stages of fertile and sterile flowers, we found that the lengths and widths of petals in sterile flowers (2.31 ± 0.11 in length; 1.91 ± 0.12 in width at S3) were markedly larger than in fertile flowers (0.53 ± 0.04 in length; 0.37 ± 0.02 in width at S3; Figure 6A). Given the rapid expansion in sterile flower petals, compared with fertile flowers, we investigated genes associated with cell proliferation and expansion. In total, 41 candidate DEGs were identified and most of them were upregulated in sterile flowers, such as genes encoding expansin-like A2 (*EXPA2*), *EXPA13*, protein COBRA (*COB*), receptor protein kinase TMK1 (*TMK1*), receptor-like protein kinase FERONIA (*FER*), THESEUS 1 (*THE1*), kinesin-like protein NACK1 (*NACK1*), and MIXTA-like 8 protein (Table S7; Figure 6B). 

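Of the 41 unigenes in Table S7, 27 were upregulated and 12 downregulated in sterile flowers at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 did not pass. With the replicate block 1 did not pass. This set, too, was picked from the paper's DEGs in the same libraries. EXPA13 (c29673_g1) had 145.6 ± 17.38 normalized counts in fertile flowers and 368.5 ± 35.93 in sterile flowers (SD, n = 3 each), a log2 fold change of 1.34 (standard error 0.19, adjusted p = 0.00217). COB (c47947_g1) had 2325 ± 72.17 normalized counts in fertile flowers and 5490 ± 1093 in sterile flowers (SD, n = 3 each), a log2 fold change of 1.24 (standard error 0.21, adjusted p = 0.0043). The 3 TMK1 unigenes had log2 fold changes from 1.16 to 2.18, and the 3 FER unigenes from 1.24 to 1.84. THE1 (c539_g1) had a log2 fold change of 1.97 (standard error 0.22, adjusted p = 5.63e-04), the NACK1 unigene of this table (c58772_g1) a log2 fold change of 1.73 (standard error 0.26, adjusted p = 0.00249), MIXTA-like 8 (c29917_g1) a log2 fold change of 2.05 (standard error 0.22, adjusted p = 4.06e-04) and the expansin-like A2 unigene (c42509_g1) a log2 fold change of 1.61 (standard error 0.32, adjusted p = 0.00937). The number changed as in Table S7 was lowest, at 34, without fertile replicate 2, without fertile replicate 3 and with fertile replicates 1 and 2 summed, the last chosen after seeing the data.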

Additionally, a negative regulator of cell proliferation and expansion, BIG PETAL (*BPE*, Varaud et al., 2011), was identified and showed lower expression levels in sterile flowers. 

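BPE (c50934_g1) had counts of 1913, 2163 and 2131 in fertile flowers and 211, 692 and 510 in sterile flowers, a log2 fold change of -2.08 (standard error 0.47, adjusted p = 0.0182) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every sterile library was below every fertile library. With a library left out the adjusted p reached at most 0.0605.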

In particular, we detected many genes of the TCP family, which plays significant roles in the morphological characteristics of the floral organ (Yang et al., 2015), and found their expression levels were also higher in sterile flowers than in fertile flowers. These included *TCP2, TCP5, TCP7, TCP8, TCP13, TCP14*, and *TCP15*. 

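All 10 TCP unigenes in Table S7 were upregulated in sterile flowers at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes from 1.23 to 2.44. The largest change was that of a TCP14 unigene (c37280_g1), with 63.58 ± 5.046 normalized counts in fertile flowers and 345.2 ± 34.28 in sterile flowers (SD, n = 3 each), a log2 fold change of 2.44 (standard error 0.20, adjusted p = 1.12e-04). TCP5 (c39952_g1) had a log2 fold change of 2.04 (standard error 0.34, adjusted p = 0.00408), and TCP8 (c55756_g1) a log2 fold change of 1.23 (standard error 0.23, adjusted p = 0.00779). When a library was left out, the adjusted p of TCP8 rose to at most 0.0483. Table S7 has no unigene named TCP15. The paper proposes from the higher expression in sterile flowers that TCP family members may contribute to the control of floral morphology.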

These results suggested that these TCP family members may contribute to controlling floral morphology in *V. macrocephalum* f. *keteleeri*. 

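SUP (c36552_g1) had 72.76 ± 25.07 normalized counts in fertile flowers and 0.3357 ± 0.5815 in sterile flowers (SD, n = 3 each), a log2 fold change of -7.33 (standard error 0.70, adjusted p = 2.46e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. JAG (c3980_g1) had 31.67 ± 9.258 normalized counts in fertile flowers and 0.7626 ± 0.6744 in sterile flowers (SD, n = 3 each), a log2 fold change of -5.33 (standard error 0.71, adjusted p = 0.00138). SPL15 (c51834_g2) had 230.7 ± 12.67 normalized counts in fertile flowers and 87.8 ± 13.27 in sterile flowers (SD, n = 3 each), a log2 fold change of -1.40 (standard error 0.21, adjusted p = 0.00263). AIL5 (c23929_g1) had counts of 15, 31 and 23 in fertile flowers and 10, 1 and 6 in sterile flowers, a log2 fold change of -2.08 (standard error 0.63, adjusted p = 0.0566), which did not pass the threshold of 0.05, nor did it with the replicate block (0.0585). Its adjusted p was highest, at 0.269, with limma on log2(FPKM + 0.1). It passed with DESeq2 (0.0274), filterByExpr (0.0395), no count filter (0.00729) and the exact test (0.0176), and without sterile replicate 1 (0.038). The paper proposes that these unigenes, more highly expressed in fertile flowers, have important roles in controlling the development of the reproductive organs.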

However, we also detected other candidate genes associated with proliferation and expansion, including the transcriptional regulators SUPERMAN (*SUP*), AINTEGUMENTA-like 5 (*AIL5*), zinc finger protein JAGGED (*JAG*), and squamosa promoter-binding-like protein 15 (*SPL15*), and found that they were upregulated in fertile flowers. We propose that these upregulated genes play important roles in controlling reproductive organ development.

**Figure 6:**
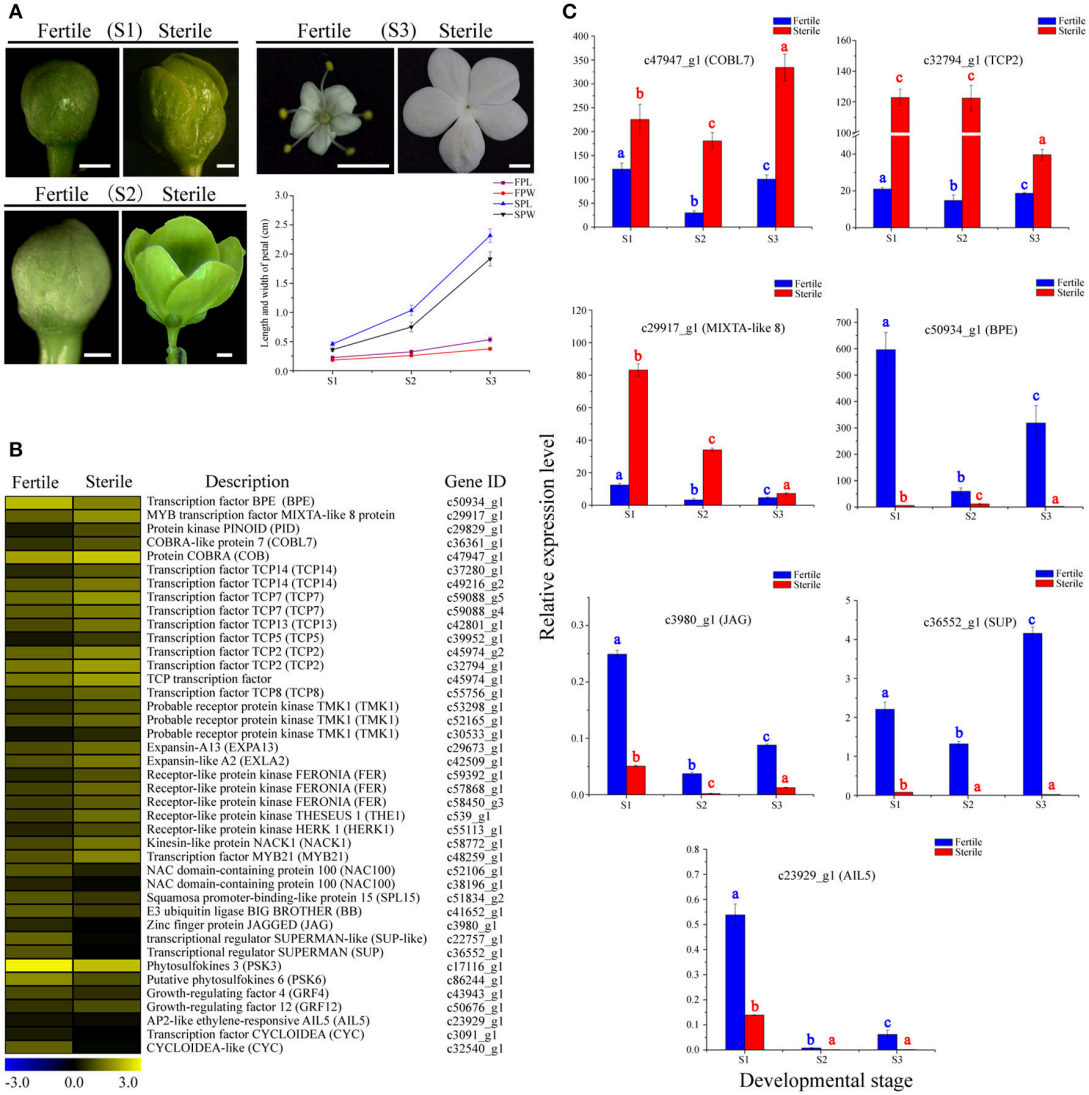
**Expression profiles of 41 DEGs involved in cell proliferation and expansion between fertile and sterile flowers of ***V. macrocephalum*** f. ***keteleeri*** and qRT-PCR analysis. (A)** Morphological analysis of petal development of fertile and sterile flowers. The lengths and widths of petals were measured from stereoscope images of 30 petals at each developmental stage using AutoCAD software. The *x*-axis shows different developmental stages (S1–S3), while the *y*-axes show corresponding measured data from AutoCAD. FPL, length of fertile petal; FPW, width of fertile petal; SPL, length of sterile petal; and SPW, width of sterile petal. Bars = 0.1 cm (S1, S2), 1 cm (S3). **(B)** Heatmap shows expression of genes in RNA-seq samples. The representation of bars is the same as in Figure 5A. **(C)** qRT-PCR analysis of the expression profiles of seven DEGs during fertile (blue) and sterile flower (red) development. The representation of the *x*-axis, *y*-axis, significance tests and error bars are as described in Figure 5B.

We examined the expression level changes of seven key cell proliferation- and expansion-related DEGs, *BPE, COBL7, TCP2, MIXTA*-like 8, *JAG, AIL5*, and *SUP*, by qRT-PCR during the development stages of sterile and fertile flowers (Figure 6C). Our results showed that the expression levels of *COBL7, TCP2*, and *MIXTA*-like 8 genes were higher during the development stages of sterile flowers vs. fertile flowers. In contrast, significantly lower expression levels of *BPE, AIL5, JAG*, and *SUP* were observed in sterile flowers. We found that the expression levels for the regulatory factor *TCP2* and *MIXTA*-like 8 were highest in sterile flowers at S1 and S2, and then decreased markedly in S3, consistent with the rapid development of sterile flowers from S1 to S2. In contrast, the level of *BPE*, acting as a negative regulatory factor, showed highest expression levels at S1 in fertile flowers, and then declined significantly in S2 and S3, indicating its important role in regulating floral organ development. Our qRT-PCR results were also generally consistent with the RNA-Seq data, despite some differences in expression levels.

### Identification of candidate DEGs related to phytohormone signaling and expression dynamics analyses

Phytohormone signaling plays a vital role in regulating floral organ growth and reproductive processes (Song et al., 2013). We identified many homologous genes involved in phytohormone signaling, including genes related to auxin, cytokinin, brassinosteroid, gibberellin, and jasmonate that showed differential expression between sterile and fertile flowers (Table S8; Figures 7A,B). 

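Of the 37 unigenes in Table S8, 35 changed in the direction the table gives at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12 upregulated and 23 downregulated in sterile flowers. By category, 8 auxin unigenes were upregulated and 9 downregulated, all 6 cytokinin, 2 brassinosteroid and 4 jasmonate unigenes were downregulated, and 4 gibberellin unigenes were upregulated and 2 downregulated. Leaving out sterile replicate 2 lowered the number past the threshold most, to 29, whereas all 37 passed with the replicate block. These unigenes had been picked as DEGs from the same libraries, so the agreement was largely built in.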

For example, in the auxin signaling pathway, most of the genes encoding auxin-response factors (ARFs), the indole-3-acetic acid-amido synthetase GH3 family, and SAUR family proteins were upregulated in fertile flowers. 

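Of the 5 ARF unigenes, 4 were lower in sterile flowers and 1 higher. ARF18 (c55520_g2) had 676.1 ± 24.95 normalized counts in fertile flowers and 182.5 ± 42.85 in sterile flowers (SD, n = 3 each), a log2 fold change of -1.89 (standard error 0.22, adjusted p = 7.00e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ARF6 (c58286_g2) was higher in sterile flowers, with 4339 ± 1100 normalized counts in fertile flowers and 9634 ± 3008 in sterile flowers (SD, n = 3 each), a log2 fold change of 1.15 (standard error 0.31, adjusted p = 0.035). GH3.6 (c50535_g1) had 645.2 ± 58.01 normalized counts in fertile flowers and 42.95 ± 25.38 in sterile flowers (SD, n = 3 each), a log2 fold change of -3.92 (standard error 0.43, adjusted p = 4.99e-04). GH3.9 (c52760_g1) and GH3.11 (c52760_g2) were lower in sterile flowers by a log2 fold change of -2.57 (standard error 0.78, adjusted p = 0.0554) and a log2 fold change of -2.05 (standard error 0.67, adjusted p = 0.0732), neither of which passed the threshold of 0.05. In sterile replicate 1 their counts, 33 and 38, were well above those in the other sterile libraries, and without that library the log2 fold changes were -4.74 and -3.59 and both passed (adjusted p = 2.71e-04 and 7.03e-04). Both also passed with the replicate block (0.0178 and 0.0368), with DESeq2 (0.00772 and 0.0211) and with no count filter (3.56e-07 and 9.77e-05). The SAUR unigenes c21498_g1 and c36858_g1 had a log2 fold change of -8.55 (standard error 1.01, adjusted p = 0.00228) and a log2 fold change of -3.14 (standard error 0.85, adjusted p = 0.0364). Leaving out fertile replicate 2 raised the adjusted p of GH3.9 and GH3.11 to 0.147 and 0.193. With a library left out, ARF6 and the SAUR unigene c36858_g1 each passed in only 2 of the 6 fits. Their adjusted p-values were highest without fertile replicate 3, at 0.124 and 0.122.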

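All 7 auxin-responsive and auxin-induced unigenes of this group in Table S8 were upregulated in sterile flowers at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes from 1.31 to 3.31. IAA7 (c50931_g2) had 872.4 ± 192.2 normalized counts in fertile flowers and 8649 ± 4158 in sterile flowers (SD, n = 3 each), a log2 fold change of 3.31 (standard error 0.42, adjusted p = 0.00105). IAA29 (c26441_g1) had 18.61 ± 7.021 normalized counts in fertile flowers and 112.9 ± 19.1 in sterile flowers (SD, n = 3 each), a log2 fold change of 2.60 (standard error 0.34, adjusted p = 0.00128). AUX22D (c49157_g2) had a log2 fold change of 1.31 (standard error 0.24, adjusted p = 0.00716), and leaving out a library raised its adjusted p to at most 0.0523.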

In contrast, the auxin-responsive proteins (AUX/IAA), involved in auxin signaling function as repressors of early auxin response genes, were downregulated in fertile flowers. In the gibberellin and jasmonate signaling pathways, genes encoding the protein TIFY (*JAZ1/6/10*) and the gibberellin receptor GID1 (*GID1*) were upregulated in fertile flowers, whereas the DELLA proteins (*GAI, RGL1*), which act as repressors of the gibberellin signaling pathway (Cheng et al., 2004), were downregulated. 

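All 4 JAZ unigenes were lower in sterile flowers, with log2 fold changes from -5.13 to -1.72. JAZ10 (c24142_g1) changed most, with 5392 ± 1381 normalized counts in fertile flowers and 155.2 ± 82.59 in sterile flowers (SD, n = 3 each), a log2 fold change of -5.13 (standard error 0.48, adjusted p = 2.08e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GID1 (c34404_g1) had 491.7 ± 33.48 normalized counts in fertile flowers and 25.48 ± 20 in sterile flowers (SD, n = 3 each), a log2 fold change of -4.33 (standard error 0.56, adjusted p = 0.00122), and GID1B (c56011_g1) a log2 fold change of -1.63 (standard error 0.39, adjusted p = 0.0232). The GAI unigenes c68768_g1 and c46018_g1 were higher in sterile flowers, with a log2 fold change of 1.58 (standard error 0.21, adjusted p = 0.00146) and a log2 fold change of 1.19 (standard error 0.21, adjusted p = 0.00551). RGL1 (c27246_g1) was counted 8, 9 and 4 times in sterile flowers and not in fertile flowers, a log2 fold change of 5.79 (standard error 1.12, adjusted p = 0.0162). With a library left out, GID1B passed in only 2 and RGL1 in 5 of the 6 fits. Their adjusted p-values were highest without sterile replicate 2, at 0.0949 and 0.0609.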

Additionally, the type-A response regulator genes (*ARR9, ARR17*), as negative regulators in the cytokinin signaling pathway, had higher expression levels in fertile flowers. 

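ARR17 (c46517_g1) had 68.25 ± 9.089 normalized counts in fertile flowers and 3.57 ± 0.4747 in sterile flowers (SD, n = 3 each), a log2 fold change of -4.21 (standard error 0.35, adjusted p = 1.16e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ARR9 unigenes c51126_g1 and c12021_g1 had a log2 fold change of -2.54 (standard error 0.49, adjusted p = 0.0088) and a log2 fold change of -2.27 (standard error 0.46, adjusted p = 0.0111). Leaving out a library raised the adjusted p of c12021_g1 to at most 0.057. From these changes and those of the auxin, gibberellin and jasmonate unigenes, the paper infers a role for genes related to signaling by these hormones. It places that role in fertility or infertility, or in the divergence of the flower types.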

These results indicate that auxin, gibberellin, jasmonate, and cytokinin signaling-related genes are involved in maintaining fertility/infertility or promoting the developmental divergence between fertile and sterile flowers.

**Figure 7:**
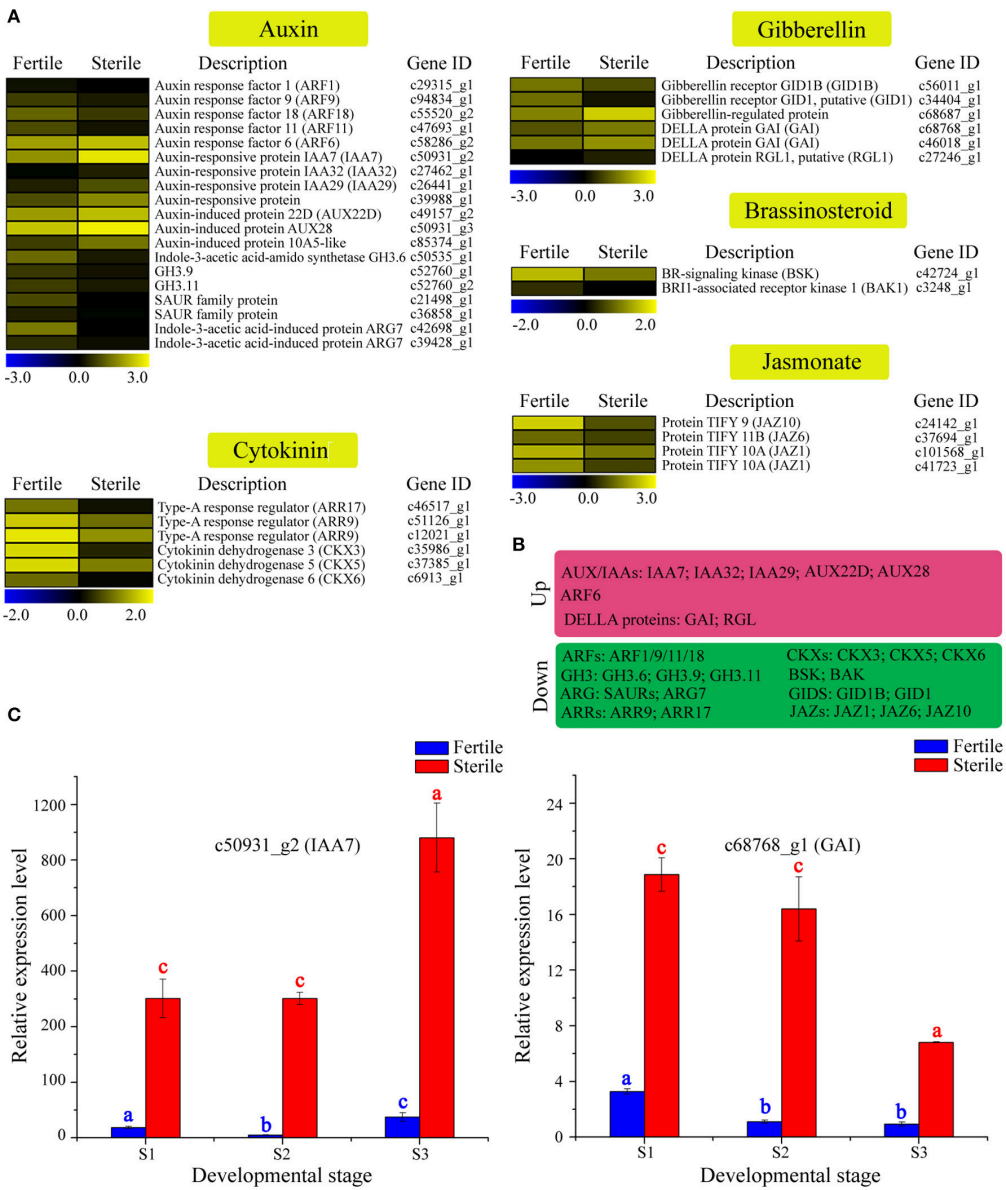
**Expression profile of 37 DEGs involved in phytohormone signaling between fertile and sterile flowers of ***V. macrocephalum*** f. ***keteleeri*** and qRT-PCR analysis. (A)** Heatmap shows expression of genes associated with auxin, cytokinin, brassinosteroid, gibberellin, and jasmonate signaling in RNA-seq samples. The representation of the bars is as described in Figure 5A. **(B)** Overview of DEGs, summarized by upregulation and downregulation in sterile flowers. **(C)** qRT-PCR analysis of two transcripts during fertile (blue) and sterile flower (red) development. The representation of the *x*-axis, *y*-axis, significance tests and error bars are as described in Figure 5B.

We further selected two key DEGs (*IAA7* and *GAI1*) involved in auxin and jasmonate signaling to assess their expression level changes during different development stages (Figure 7C). qRT-PCR analysis showed that the expression of *IAA7* decreased slightly from S1 to S2 in sterile flowers (not significant), and was highest in S3. In contrast with *IAA7*, in sterile flowers, *GAI* expression was highest in S1 and declined from S1 to S3, indicating the genes' involvement in auxin and gibberellin signaling in sterile flower development.

### Analysis of putative TFs and other regulators involved in flower development and expression dynamics analyses

TFs are key regulatory proteins that play important roles in regulating gene expression in various plant biological processes, such as flower development, secondary metabolism, and responses to abiotic and biotic stresses (Riechmann and Ratcliffe, 2000; Singh et al., 2002; Yang et al., 2012). We found that 2,072 genes were putatively identified as TFs and associated with 79 TF families in the integrative plant transcription factor database (PlnTFDB; Pérez-Rodríguez et al., 2009). Of them, the most abundant TF family was the MYB superfamily (159, 7.68%), followed by AP2-EREBP (127, 6.13%), C2H2 (102, 4.93%), and bHLH (99, 4.78%; Figure 8A). In total, 50 TFs were associated with the MADS-box family, which are regarded as flower development regulators (Table S9). For example, gene homologs encoding DEFICIENS (*DEF*) and GLOBOSA (*GLO*) proteins were identified as B class genes, and *AGAMOUS* (*AG*) homologs have been identified as C class genes in *V. macrocephalum* f. *keteleeri*. To obtain a more comprehensive class of ABCDE gene homologs in this species, we selected 21 MADS-box genes and the 60 MADS-box genes of *A. thaliana* to perform a phylogenetic analysis (Figure 8B). This analysis showed that two orthologs (c48898_g1, c10961_g1) of *SEPALLATA 1* (*SEP1*) and *SEP2* formed a well-supported clade as class E gene homologs. The c35415_g2 and c51031_g1 transcripts were identified as *AGAMOUS* (*AG*) family genes, defined as class C gene homologs. Other MADS-box TFs of *V. macrocephalum* f. *keteleeri* also appeared to cluster with strong support with particular genes from *A. thaliana*, such as *SOC1, MADS6*, and *AGL18*-like genes. On the basis of this orthology analysis, we constructed putative orthologs of ABCDE-class genes, to characterize floral organ development in *V. macrocephalum* f. *keteleeri* (Table 2).

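The 18 unigenes of Table 2 were compared between flower types by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the main fit, which has no replicate block, 5 were downregulated and 3 upregulated in sterile flowers, and 10 did not pass the threshold of 0.05. The paper took both flower types from the same inflorescence, and the pairing of libraries by replicate number is taken from the sample labels. Deviations from the group means correlated across unigenes at 0.431, 0.217 and 0.740 for libraries with the same number, and between -0.671 and 0.405 for different numbers. Fertile replicate 1 with sterile replicate 2 gave 0.220, so the values do not separate the numbers 1 and 2. The pairing by number therefore rests mainly on the replicate 3 libraries. With the replicate block, 7 were downregulated, 5 were upregulated and 6 did not pass. Those that passed only with the block were the AP1 unigene c79121_g1 (adjusted p = 0.201 without and 0.0462 with the block) and the GLO unigene c101101_g1 (0.088 and 0.0262), both higher in sterile flowers, and the AP2 unigene c48961_g2 (0.0743 and 0.042) and the E-class unigene c48898_g1 (0.0877 and 0.0479), both lower. Some unigenes that passed in neither fit also changed in the same direction in every pair with the same number. The DEFA unigene c47136_g1 (0.229 and 0.143) and PI (c44362_g2) had lower normalized counts in the sterile library of each pair. The AP1 unigene c56198_g1 and the AP2 unigene c31141_g1 had higher ones. The values that follow are those of the main fit. Of the AP2 unigenes, c50326_g1 had a log2 fold change of 0.94 (standard error 0.16, adjusted p = 0.00464). The B-class unigenes were abundant in both flower types. GLO (c101101_g1) had a log2 fold change of 0.58 (standard error 0.20, adjusted p = 0.088). The DEFA unigene c47136_g1 had a log2 fold change of -0.38 (standard error 0.19, adjusted p = 0.229). PI (c44362_g2) had 12493 ± 1754 normalized counts in fertile flowers and 10909 ± 571.7 in sterile flowers (SD, n = 3 each), a log2 fold change of -0.20 (standard error 0.20, adjusted p = 0.581), and the DEFA unigene c76268_g1 30814 ± 10296 normalized counts in fertile flowers and 31596 ± 15691 in sterile flowers (SD, n = 3 each), a log2 fold change of 0.04 (standard error 0.40, adjusted p = 0.97). The C-class unigene c51031_g1 had 2396 ± 250.7 normalized counts in fertile flowers and 132.4 ± 111.7 in sterile flowers (SD, n = 3 each), a log2 fold change of -4.19 (standard error 0.55, adjusted p = 0.00131), and the D-class unigene c51057_g1 a log2 fold change of -2.15 (standard error 0.52, adjusted p = 0.0225). The E-class unigene c10961_g1 had a log2 fold change of -1.82 (standard error 0.42, adjusted p = 0.0198), and c48898_g1 a log2 fold change of -2.46 (standard error 0.85, adjusted p = 0.0877). With a library left out, the D-class unigene c51057_g1 passed in only 3 and the E-class unigene c10961_g1 in only 2 of the 6 fits. Their adjusted p-values were highest without fertile replicate 3, at 0.0754 and 0.0672. The log2 fold change of c76268_g1 moved most without sterile replicate 3, to -0.39.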

**Figure 8:**
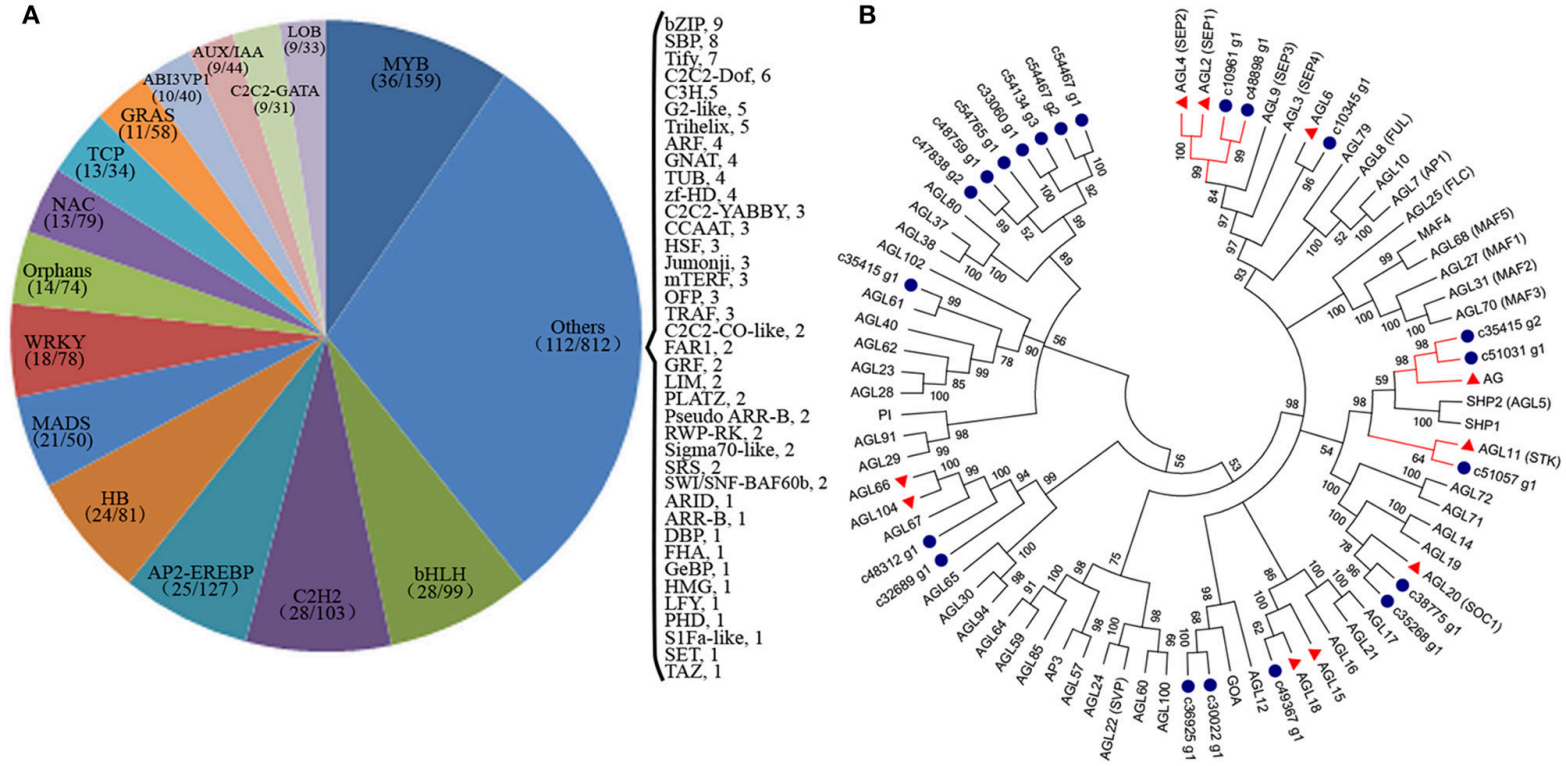
**Analysis of transcription factors (TFs) during flower development in ***V. macrocephalum*** f. ***keteleeri***. (A)** Distribution of TF families. TFs were identified in fertile and sterile flowers of *V. macrocephalum* f. *keteleeri*. Numbers in the parentheses after each TF family indicate the number of differentially expressed TFs (first number) and all members of this TF family identified by RNA-Seq (second number). **(B)** Phylogenetic analyses of MADS-box genes. A phylogenetic tree of 21 MADS-box genes from *V. macrocephalum* f. *keteleeri* and 60 MADS-box genes from *A. thaliana*. Blue circles indicate genes from *V. macrocephalum* f. *keteleeri*. The red clades show C, D, and E class MADS-box genes associated with floral organ identify. Red triangles correspond to floral regulators in *A. thaliana*.

**Table 2:** *****V. macrocephalum*** f. ***keteleeri*** unigenes that show homology with ABCDE-class genes**.

**Category**	**Transcript ID**	**Orthologous gene**
A class	c15401_g1	Floral homeotic protein APETALA 1 (*AP1*)
	c79121_g1	
	c56198_g1	
	c31141_g1	Floral homeotic protein APETALA 2 (*AP2*)
	c44268_g1	
	c48961_g2	
	c50326_g1	
	c56440_g2	
B class	c44362_g2	Floral homeotic protein PISTILLATA (*PI*)
	c101101_g1	Floral homeotic protein GLOBOSA (*GLO*)
	c76268_g1	Floral homeotic protein DEFICIENS (*DEFA*)
	c47136_g1	
C class	c35415_g2	Floral homeotic protein AGAMOUS (*AG2*/*AG*)
	c51031_g1	
	c35415_g1	
D class	c51057_g1	Agamous-like MADS-box protein AGL11 (*STK*)
E class	c10961_g1	Developmental protein SEPALLATA 1/2 (*SEP1*/*2*)
	c48898_g1	

We next performed a differential expression analysis of the identified TFs, and found that 377 TFs could be classified into 54 TF families displaying differential expression between fertile and sterile flowers. The largest numbers of differentially expressed TFs were in the MYB family (36), followed by bHLH (28), C2H2 (28), and AP2-EREBP (25). We performed a screen on differentially expressed TFs (|log2(ratio)| ≥ 4) to identify those that were significantly upregulated or downregulated in sterile flowers (Figure 9A). We found that among the differentially expressed TFs, the majority were significantly downregulated in sterile flowers, while the majority, including MYB and MADS family members, were upregulated in fertile flowers (Figure 9A). All the differentially expressed MADS family TFs showed significantly lower expression in sterile flowers and high expression in fertile flowers (Figure 9B). 

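All 21 unigenes in Figure 9B had lower expression in sterile flowers, and 18 of them passed an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The figure shows the MADS-box unigenes that the paper had called differentially expressed in the same libraries. AGL18 (c49367_g1) had 2803 ± 908.8 normalized counts in fertile flowers and 4.612 ± 4.067 in sterile flowers (SD, n = 3 each), a log2 fold change of -9.23 (standard error 0.64, adjusted p = 4.25e-05). AG1 (c35415_g1) had 192.7 ± 52.61 normalized counts in fertile flowers and 13.73 ± 10.96 in sterile flowers (SD, n = 3 each), a log2 fold change of -3.85 (standard error 0.54, adjusted p = 0.00183). The SVP unigene c33060_g1 was counted 27, 29 and 26 times in fertile flowers and not in sterile flowers, a log2 fold change of -7.81 (standard error 0.77, adjusted p = 0.00109). The SOC1 unigenes c35268_g1 (adjusted p = 0.0718) and c48759_g1 (adjusted p = 0.0743) and the SEP1/2 unigene c48898_g1 (adjusted p = 0.0877) did not pass in this fit, which has no replicate block. With the replicate block 20 passed, c35268_g1 (0.0151) and c48898_g1 (0.0479) among them, and c48759_g1 (0.0741) did not. Of the 50 MADS-box unigenes in Table S9, 48 had enough counts to be tested, 21 were downregulated and 2 upregulated in sterile flowers without the block, against 22 and 5 with it. Leaving out a library changed the number downregulated to between 14 and 23.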

We summarized all differentially expressed MADS-box genes that may be involved in controlling flowering time, floral organ identify, and other functions in Figure 9B. We also identified many other regulators involved in floral meristem, floral patterning, floral organ polarity, floral patterning, flowering pathway, and others showing differential expression profiles between fertile and sterile flowers (Table S10; Figure 9C). Most of these TFs and genes also had lower expression levels in sterile flowers and higher levels in fertile flowers.

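Of the 34 unigenes in Table S10, 25 were downregulated and 8 upregulated in sterile flowers at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1 did not pass. All 34 passed with the replicate block. The paper had listed them for a difference between the flower types in the same libraries. Log2 fold changes ran from -10.65 to 5.12, with a median of -2.99. The number changed as in the table was lowest, at 30, without fertile replicate 1, without fertile replicate 2 and with both summed, the last chosen after seeing the data.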

**Figure 9:**
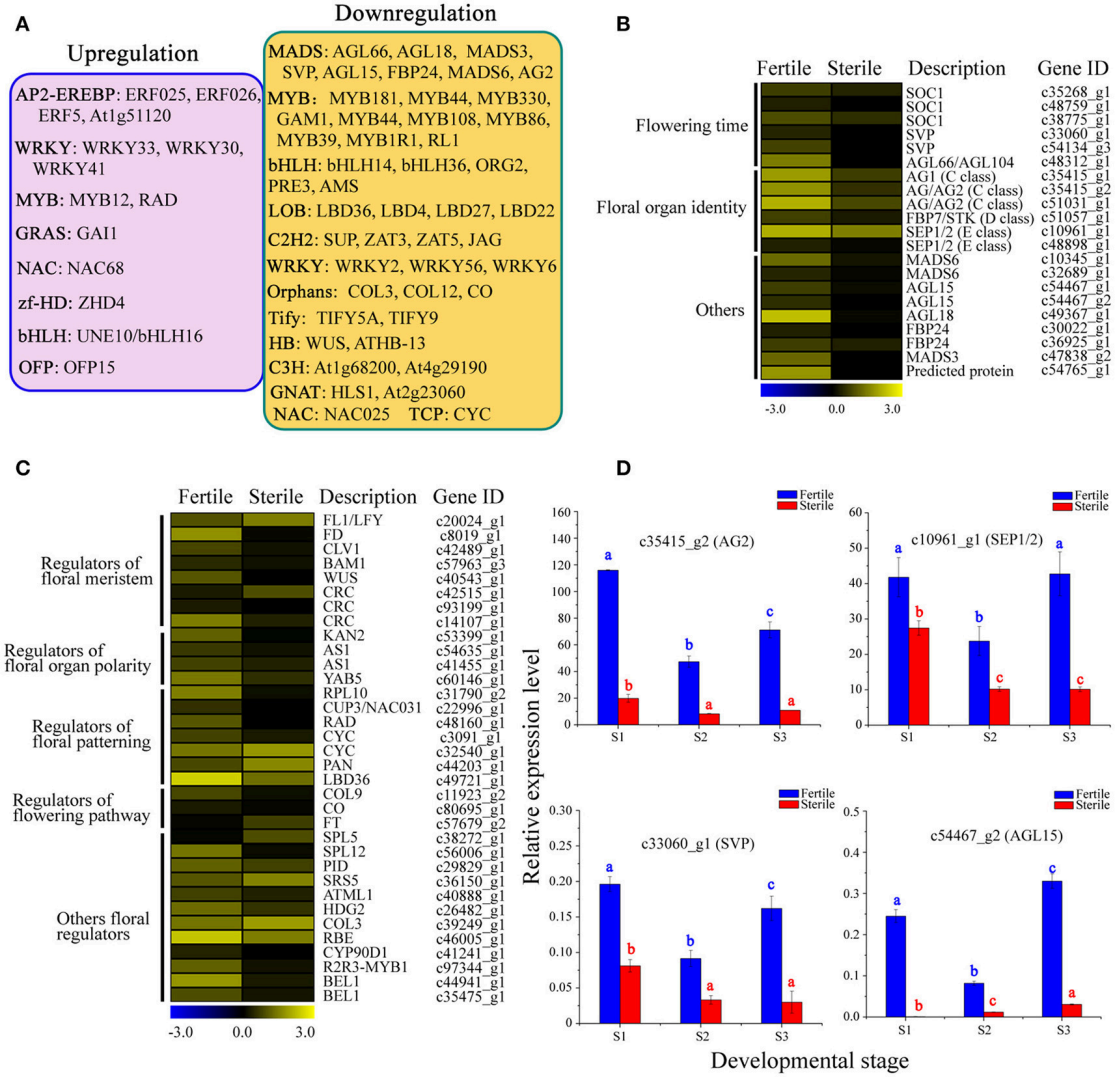
**Analysis of differentially expressed TFs and other floral regulators between fertile and sterile flowers. (A)** Representative functions and genes showing different transcription factor families for fertile and sterile flowers. Significantly upregulated (pink) and downregulated (orange) TFs in sterile flowers were screened using a cut-off of |log2(ratio)| ≥ 4. **(B)** Expression profile of MADS-box TFs involved in flowering time, floral organ identity, and other roles. The representation of the bar is as described in Figure 5A. **(C)** Expression profile of other differentially expressed TFs and other genes involved in floral meristem, floral patterning, floral organ polarity, floral patterning, flowering pathway, and other processes. The representation of the bar is as described in Figure 5A. **(D)** qRT-PCR analysis of four transcripts during fertile (blue) and sterile flower (red) development. The representation of the *x*-axis, *y*-axis, significance tests and error bars are as described in Figure 5B.

Furthermore, we performed qRT-PCR experiments to determine the expression patterns of key regulators, including *AG1, SEP1*/*2, SVP*, and *AGL15*, which are involved in regulating flowering time, floral organ development, and floral meristem during the different developmental stages (Figure 9D). We found that the expression levels of *AG1* and *SEP1*/*2* of classes B and E, respectively, declined from S1 to S3 in sterile flowers. Additionally, the levels of the negative regulatory factor genes *SVP* and *AGL15*, which are associated with flowering time, declined from S1 to S2 in fertile flowers and then increased in S3. However, all these key genes showed lower expression levels in sterile flowers than in fertile flowers, indicating their involvement in floral organ identify and flowering time.

## Discussion

### *De novo* assembly and transcriptome annotation

*De novo* transcriptome analyses have been used widely for flowering plants without a reference genome to discover genes and their expression patterns involved in flower and reproductive developmental processes. Previous studies with floral transcriptomes from different stages and tissues have contributed to identifying new floral-expressed genes (Zhang et al., 2014), floral biomarker genes, stage-specific genes, tissues-specific genes (Vining et al., 2015), transcription factors, lineage-specific genes (Bhide et al., 2014; Zhang et al., 2014), and flowering time regulators (Fan et al., 2015). Sterile and fertile flower differentiation and formation are driven by adaptive and selective stress, and as an important evo-devo phenotype associated with flower shape, size, and fertility. For example, from transcriptome profile analyses of fertile and sterile floral buds from plants with cytoplasmic male sterility (CMS) or genic male sterility (GMS) such as *Brassica napus* (An et al., 2014), cotton (Yang et al., 2014), and *Capsicum annuum* (Chen et al., 2015), changes in expression patterns of some genes involved in anther and pollen development have been identified between fertile and sterile floral buds. However, a comparative global expression analysis of fertile vs. sterile flowers has been lacking.

Because the inflorescence of *V. macrocephalum* f. *keteleeri* contains distinct sterile and fertile flowers, comparisons of sterile and fertile flower materials within one inflorescence enable analyses in a consistent genetic background. With no available genomic information for this species, we used RNA-seq to obtain large numbers of paired-end clean reads (34.4 G) from sterile and fertile flowers, and constructed more comprehensive transcripts (105,683 unigenes). This large number of reads produced more unigenes than those generated from some perennial shrubs (Gao et al., 2015; Zheng et al., 2015) and increased the coverage depth of the transcriptome, improving the *de novo* assembly and sequencing accuracy.

Further annotation of the unigenes revealed that reproductive processes, cell growth and death, and development-associated genes participated in the differentiation and development of fertile and sterile flowers. However, over 55% of unigenes still had no hits in public databases, which may be attributable to many short sequences; moreover, these unmatched unigenes might represent genes specific to *V. macrocephalum* f. *keteleeri*.

### Global changes in gene expression reveal significantly enriched pathways in fertile and sterile flowers

Floral organ differentiation and development are highly regulated through temporal and spatial gene expression, with each organ having distinct transcriptomes (Zhang et al., 2014). Because the fertile flowers of *V. macrocephalum* f. *keteleeri* possess normal pistils and stamens, vs. the sterile flowers with abnormal reproductive components, thus we considered that some DEGs between fertile and sterile flowers would be associated with reproductive processes and/or plant fertility. Although over 5,000 DEGs between fertile and sterile flower development were found in this study, the key or upstream regulators triggering divergence may not be included in S2, as such regulators are likely expressed in an earlier stage. Therefore, the DEGs identified may refer to the downstream genes or regulators that maintain reproductive units underlying differentiation and development of fertile and sterile flowers during the rapid development stage.

Previous studies have confirmed that some genes, such as *COPT1*, sucrose-phosphate synthase (*SPS*), *SHT, GAM1*, and sucrose synthase (*SUS*), are required for pollen development and starch and sucrose metabolism (Sancenón et al., 2004; Park et al., 2008; Lin et al., 2014). In the present study, these genes were significantly downregulated in sterile flowers compared to fertile flowers, suggesting that they may participate in the degeneration and stagnation of stamens in sterile flowers during their differentiation and development.

Regarding upregulated DEGs in sterile flowers, many photosynthesis-related genes, such as *PSBP* and *PETH*, function in electron transfer in photosynthesis activity (Ishihara et al., 2007; Lintala et al., 2007). This result was consistent with the ultrastructural observations that more chloroplasts were distributed in the petal cells of sterile flowers, indicating that the sterile flowers had relatively high photosynthesis capabilities. Considering that sterile flowers have much greater size and higher biomass than do fertile flowers, we speculate that the process of flower formation and petal expansion in sterile flowers may be partially attributed to their higher photosynthetic capabilities. After all, having more photosynthetic products is beneficial to supplying the energy and materials needed to construct larger floral organs in sterile flowers.

### Expression level changes in genes involved in reproductive processes in fertile and sterile flowers

Sexual reproduction requires a developmental phase transition, and results in the formation of flowers with highly specialized organs, including anther-bearing stamens and ovule-bearing carpels (Xing et al., 2010). Within these organs, cells are recruited to undergo meiotic divisions to form male and female gametophytes. Many of the genes and regulatory pathways controlling anther and pollen development, meiosis, and female gametophyte development have been characterized (Irish, 2010). Molecular and genetic studies have found that the altered function of some genes can result in severe reductions in fertility. For example, knocking out the *CALS5* gene, encoding a callose synthase that is essential for exine formation in the pollen wall, can reduce *Arabidopsis* fertility (Dong et al., 2005). Similarly, mutations in *Arabidopsis EXTRA SPOROGENOUS CELLS/EXCESS MICROSPOROCYTES1* (*EMS1*/*EXS*) can cause abnormal tapetum development and result in male sterility (Canales et al., 2002). Ectopic expression or altered function of some other genes, including *PCS1, PAIR1, PAIR2, PAIR3*, and *MCM8*, also can lead to a failure in anther dehiscence and fertility, as well as meiosis (Ge et al., 2005; Nonomura et al., 2006; Yuan et al., 2009; Crismani et al., 2013), suggesting their important roles in reproductive organ development. Recently, many genes responsible for anther and pollen development in the CMS and GMS systems of *B. napus* and *Citrullus lanatus* have been identified and they showed differential expression levels between fertile and sterile flower buds (An et al., 2014; Rhee et al., 2015).

Here, our RNA-seq and qRT-PCR results revealed that many homologs of genes involved in anther and pollen development were significantly downregulated in sterile flowers, including *CALS5, AMS, GAM1, LAT52 SF3, NEC1, ASCO5, SHT*, and *DRP1C*, suggesting that they are potential factors causing stamen degradation in sterile flowers. Similar expression changes were also observed in female gametophyte development-associated genes, such as *NACK1*, ATP-dependent RNA helicase (*SUV3*), and *RL1*, which likely give rise to abnormal female gametophytes, subsequently resulting in the collapse of pistils in sterile flowers.

In particular, qRT-PCR results indicated that PCD-related *BAG1* was significantly expressed at higher levels from S1 to S3 in sterile flowers, suggesting that the gene may cause rapid PCD in degenerated stamens and pistils of sterile flowers. These results also suggest that some genes have conserved roles in regulating floral organ formation, and these reproduction-associated genes are involved in regulating fertility and sterility differentiation through temporal and spatial gene expression patterns.

### Expression level changes in genes involved in cell proliferation and cell expansion in fertile and sterile flowers

Flowers exhibit various colors, shapes, and sizes, in which petal or flower size is an important attractive characteristic for pollinators. The final size of a flower or an organ depends largely on cell proliferation and cell expansion (Powell and Lenhard, 2012; Czesnick and Lenhard, 2015). Some genes related to cell proliferation and expansion have been identified (Powell and Lenhard, 2012; Czesnick and Lenhard, 2015). For example, a petal-specific transcription factor, *BIGPETAL* (*BPEp*), can interfere with petal cell expansion by interaction with *AUXIN RESPONSE FACTOR8* (*ARF8*) (Varaud et al., 2011). Similarly, the *MIXTA*-like genes have been demonstrated to regulate petal epidermal conical cell differentiation in multiple plant species (Perez-Rodriguez et al., 2005; Weng et al., 2011). In particular, a cascade of transcription factor Class II TCPs and GRFs (growth-response factors) is involved in promoting cell proliferation, and class I TCPs, including *TCP14, TCP15*, and *TCP20*, also modulate cell proliferation and expansion in an organ, suggesting essential roles in controlling organ growth and size (Czesnick and Lenhard, 2015).

In this study, homologs of genes associated with cell proliferation and expansion, such as *COBL, MIXTA*-like 8, *TMK1, EXPA2, EXPA13*, and TCP family members, were upregulated in sterile flowers, indicating that these genes may be associated with the petal size of sterile flowers. Further qRT-PCR analyses revealed that *TCP2* and *MIXTA*-like 8 were significantly highly expressed in S1 and S2 in sterile flowers, suggesting that they may be responsible for regulating cell proliferation or differentiation in rapid petal expansion. In contrast, a homolog of the negative regulator *BPE* showed significantly lower expression from S1 to S3 in sterile flowers, and much lower expression in S2 in sterile flowers, which is consistent with rapid petal expansion and suggests its key role in forming larger petals in sterile than in fertile flowers.

### Expression level changes in genes involved in phytohormone signaling in fertile and sterile flowers

Phytohormones including auxins, gibberellins (GA), cytokinins, brassinosteroids, abscisic acid, and jasmonates all play important roles in the regulation of flower or reproductive development (Yuan and Zhang, 2015). For example, most of the mutants in jasmonate biosynthesis are male sterile and can be rescued by the application of JA (Song et al., 2013; Yuan and Zhang, 2015). Similarly, brassinosteroid can regulate key genes in anther and pollen development (Ye et al., 2010). Increasing evidence indicates that the coordinated actions of jasmonate, auxin, gibberellin, cytokinin, and brassinosteroid play essential roles in the regulation of stamen development in *Arabidopsis* (Song et al., 2013).

In this study, our RNA-seq data revealed that many homologs of genes or proteins involved in auxin (e.g., ARFs, *GH3*, and SAUR family proteins), jasmonate (e.g., JAZs) and gibberellin (e.g., *GID1* and *GIDB*) signaling were downregulated in sterile flowers, in coordination with the downregulation of several genes related to fertility, implying that they may be involved in regulating fertility and sterility differentiation of *V. macrocephalum* f. *keteleeri* flowers. Similar expression patterns for cytokinin signaling-related negative regulators were also seen in sterile flowers, which is consistent with the upregulation of several genes related to cell proliferation and expansion. We propose that cytokinin-associated genes may be a factor in petal expansion through cell proliferation and expansion, contributing to flower size.

### Transcriptional regulation in fertile and sterile flower development

TFs are a group of proteins that act by activating or repressing the expression of downstream target genes; they play important roles in regulating flower development (Qu and Zhu, 2006). Previous studies in the model species *A. thaliana* and *Antirrhinum majus* have identified many TFs from various TF families involved in flower development, such as MADS, bHLH, and MYB family members (Egea-Cortines et al., 1999; Riechmann and Ratcliffe, 2000; Jin et al., 2015). Most *Arabidopsis* MADS family TFs were detected predominantly in flowers (Egea-Cortines et al., 1999; Ó'Maoiléidigh et al., 2014). They are also major components in the classical ABCDE model, and specific combinations of ABCDE genes correspond to the identity of each concentric whorl of sepals (A+E), petals (A+B+E), stamens (B+C+E), carpels (C+E), and ovules (D+E) (Pelaz et al., 2000; Theissen and Melzer, 2007). BHLH family proteins are one of the largest families of TFs, and many of them have been characterized functionally in plants (Carretero-Paulet et al., 2010). The gene *SPATULA*, encoding a bHLH TF, has been shown to be involved in controlling floral-organ formation as well as the morphogenesis of sepals, petals, and stamens in *Arabidopsis* and rice (Li et al., 2006; Groszmann et al., 2010).

In sterile and fertile flowers, most MYB, bHLH, AP2-EREBP, C2H2, and MADS family TFs were highly expressed, suggesting essential roles in regulating *V. macrocephalum* f. *keteleeri* flower development. Further phylogenetic analyses of MADS-box family genes revealed some important floral regulators including ABCDE-class homologous genes, which may contribute to floral organ identification and further functional research in the floral differentiation and development of the genus *Viburnum*. Moreover, RNA-seq and qRT-PCR results indicated many differentially expressed TFs, including MADS-box family members, and showed uniform lower expression in sterile flowers, suggesting probable functions in fertility degeneration in sterile flowers.

## Conclusion

We constructed a transcriptome library from *V. macrocephalum* f. *keteleeri* and obtained large sets of transcript data from its flowers. We found that genes that were differentially expressed between fertile and sterile flowers were involved primarily in photosynthesis, starch and sucrose metabolism, pollen development, female gametophyte development, phytohormone signaling, and cell proliferation and expansion. Additionally, many transcription factors, including MADS-box genes, were involved in fertile vs. sterile flower differentiation. Our results showed involvement of comprehensive transcriptional regulation networks related to flower fertility and size in regulating differentiation and development of fertile and sterile flowers in *V. macrocephalum* f. *keteleeri*.

## Author contributions

ZL and BJ carried out the design of the study and drafted the manuscript. ZL and JX performed the experimental work and data analysis. JX, LZ, JC, and QH participated in sample collection, RNA extraction, quantitative RT-PCR, and data analysis. ZL, LW, BJ, and WL revised the manuscript. All authors read and approved the final manuscript.

## Funding

This work was financially supported by the Three New Forestry Engineering Foundation of Jiangsu Province (No. LYSX(2011)41, LYSX[2016]55), Natural Science Foundation of Jiangsu Province (No. BK20131228).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis Reveals Mechanisms of Sterile and Fertile Flower Differentiation and Development in Viburnum macrocephalum f. keteleeri
**Source:** Front Plant Sci. 2017 Mar 1;8:261. doi: 10.3389/fpls.2017.00261
**Supplement:** Supplementary file 1

**Table S1.** Primer sequences for qRT-PCR.

| > c29743_g1 Anther-specific protein LAT52 (LAT52)  F: CACACCAAGAACCGCTACG  R: GCACACACATACAAGAGAAGTGG |
| --- |
| > c50177_g1 Pollen-specific protein SF3 (SF3)  F: TCCTATGCTGCTCTGGATGG  R: CATTGCTTCTTTCGGTGGAC |
| > c57595_g3 Transcription factor GAMYB (GAM1)  F: TGAGCCGCATAACAAATGAG  R: CAAAACAACACCTCCACTCG |
| > c52517_g2 Transcription factor ABORTED MICROSPORES (AMS)  F: CGATGGGTTTCGTGTTAGC  R: TGAAGTTGATGGAGGCTTTG |
| > c59152_g1 Callose synthase 5 (CALS5)  F: GACTCCCAACTCTTGCTTGC  R: TGTTTGCTCCTTTCCTCTTCA |
| > c60462_g1 Protein RADIALIS-like 1 (RL1)  F: TTTTTAGCAGCAGTTGGGGTA  R: ATTGGTGAGCGATGTGAATG |
| > c46786_g1 Protein PAIR1-like  F: CATTTTCTCTTTCGCCTCCT  R: TGAAGGTTTTTCTTGCTTGC |
| > c50921_g1 BAG family molecular chaperone regulator 1 (BAG1)  F: GCAAATCCAAACCCAAGAAG  R: AGCAGCAGGAGCAGATGAAT |
| > c47947_g1 COBRA-like protein 7 (COBL7)  F: GCAGACAACGGACGCTT  R: TGTGCCGCAAAGGAAGT |
| > c32794_g1 Transcription factor TCP2 (TCP2)  F: GAAAGCGGTATGGAGATGGA  R: GTCGTCGGGGTATTGTTCA |
| > c29917_g1 MYB transcription factor MIXTA-like 8 protein  F: CTCAAATGTAATCCACCACCAG  R: TCAGAGTAACACAGGGAAGACG |
| > c36552_g1 Transcriptional regulator SUPERMAN (SUP)  F: GGGTTAGGGTTAGGGTTAGGA  R: ACAGGAGAGATAGAGCGAGGA |
| > c41652_g1 E3 ubiquitin ligase BIG BROTHER (BB)  F: AAATGAACGGGAACCAACA  R: GCAGGTGGATGTGTAAGACC |
| > c50934_g1 Transcription factor BPE (BPE)  F: CATTAAGAGGCCATGCTTCC  R: ACAGAAACCAAAGTTCCATGC |
| > c3980_g1 Zinc finger protein JAGGED (JAG)  F: GCAACTCACCTCCTCTCTCAA  R: TGCTCCCATTGTTACTGTGC |
| > c23929_g1 AP2-like ethylene-responsive transcription factor AIL5 (AIL5)  F: TGGATTCTTCTCCGAACTGG  R: GCGGTGGGTATTGTGGAA |
| > c43943_g1 Growth-regulating factor 4(GRF4)  F: CTCCACCCAAGTCTCTGACC  R: GCTGCTCTCTCCATTGCTTC |
| > c50931_g2 Auxin-responsive protein IAA7  F: TCCACAAGAGACGATACAGAGC  R: GGAGAGGAGGTTGAGTTTGAGA |
| > c68768_g1 DELLA protein GAI (GAI)  F: ACCCTCCGCAAAGTAGGTC  R: CGGTTCAGCAAGACAATCTG |
| > c35415_g2 Floral homeotic protein AGAMOUS (AG/AG2)  F: ATCTCAGCCATTTGATGCTC  R: TGACCTGCTTCTTGGTAATCTT |
| > c10961_g1 SEPALLATA 1/2 (SEP1/2)  F: TCAAAGGAGGGAACAAATGC  R: GGAAGGCGGTGATAAGGAAT |
| > c33060_g1 MADS-box protein SVP (SVP)  F: ATTCACGGGTCTTGTCTGCT  R: TGCCGATGTTGCTCTTATTG |
| > c38775_g1 MADS-box protein SOC1 (SOC1)  F: GCACTTATTGTCTTCTCTCCAACA  R: TTCTTCAACGGCTCTTTTGC |
| > c10345_g1 MADS-box transcription factor 6 (MADS6)  F: GGGAAGTGACCTTGGAGAAAG  R: TCAGCCGTGGGTAAAGTGTT |
| > c54467_g2 Agamous-like MADS-box protein AGL15 (AGL15)  F: TGTCTGCGTAAAGCCTCGT  R: CAGTGAAAGAGAGAAAGGAGCA |
| > c20024_g1 Floricaula/leafy homolog 1 (FL1/LFY)  F: TGAGAGGCAACGAGAGCAC  R: GACCAAGAAATCACGGCACT |
| > c57679_g2 FT-like protein (FT)  F: GGCCTAACTGTCGGAACAAC  R: CACTGATATTCCAGCCACCA |
| > SAND  F: CTCCAATCAGTTTGCCCTCACA  R: TATCCGTATTGCCACAGCCTTG |

# Supplementary material for: Transcriptomic Analysis Reveals Mechanisms of Sterile and Fertile Flower Differentiation and Development in Viburnum macrocephalum f. keteleeri
**Source:** Front Plant Sci. 2017 Mar 1;8:261. doi: 10.3389/fpls.2017.00261
**Supplement:** Supplementary file 2

**Table S2** Summary of sequence analyses for fertile and sterile flowers in *V*. *macrocephalum* f. *keteleeri*.

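Table S2 gives, for each library and each read of a pair, the raw reads, the clean reads left after the authors removed adapters, ambiguous reads and low-quality reads, and measures of base quality. Q20 is the percentage of bases whose estimated error rate lies under a fixed limit, so a lower value means more uncertain bases. In the table, the Q20 of read 2 lay below that of read 1 in every library, with 96.22% and 95.68% in fertile replicate 1 and 97.1% and 94.19% in sterile replicate 3 as the paper's values.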

| Sample | Raw Reads | Clean reads | Clean bases | Error(%) | Q20(%) | Q30(%) | GC(%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| S1_1 | 27389554 | 26454021 | 3.31G | 0.03 | 96.81 | 93.59 | 45.87 |
| S1_2 | 27389554 | 26454021 | 3.31G | 0.04 | 94.39 | 89.76 | 45.82 |
| S2_1 | 22886321 | 22231728 | 2.78G | 0.03 | 96.24 | 92.42 | 45.98 |
| S2_2 | 22886321 | 22231728 | 2.78G | 0.04 | 94.95 | 90.38 | 45.97 |
| S3_1 | 22261760 | 20932873 | 2.62G | 0.03 | 97.1 | 94.09 | 46.67 |
| S3_2 | 22261760 | 20932873 | 2.62G | 0.04 | 94.19 | 89.44 | 46.59 |
| F1_1 | 22176099 | 21539321 | 2.69G | 0.03 | 96.22 | 92.4 | 45.96 |
| F1_2 | 22176099 | 21539321 | 2.69G | 0.03 | 95.68 | 91.63 | 45.97 |
| F2_1 | 23749074 | 23034593 | 2.88G | 0.03 | 96.27 | 92.48 | 45.97 |
| F2_2 | 23749074 | 23034593 | 2.88G | 0.03 | 95.34 | 91.05 | 45.96 |
| F3_1 | 24935684 | 23320317 | 2.92G | 0.03 | 97.05 | 94.02 | 46.2 |
| F3_2 | 24935684 | 23320317 | 2.92G | 0.04 | 94.14 | 89.33 | 46.14 |
| S_Summary | 139047790 | 133401018 | 17.42G | 0.04 | 95.79 | 91.84 | 46.11 |
| F_Summary | 139861815 | 134322544 | 16.98G | 0.03 | 95.52 | 91.42 | 46.17 |
| Summary | 278909605 | 267723562 | 34.4G |  |  |  | 46.14 |

S1, S2, S3: three independent biological replicates for sterile flower

F1, F2, F3: three independent biological replicates for fertile flower

S1_1: Reads sequencing of sterile flower from the left.

S1_2: Reads sequencing of sterile flower from the right.

F1_1: Reads sequencing of fertile flower from the left.

F1_2: Reads sequencing of fertile flower from the right.

Q20: The percentage of bases with a Phred value > 20.

Q30: The percentage of bases with a Phred value > 30.

# Supplementary material for: Transcriptomic Analysis Reveals Mechanisms of Sterile and Fertile Flower Differentiation and Development in Viburnum macrocephalum f. keteleeri
**Source:** Front Plant Sci. 2017 Mar 1;8:261. doi: 10.3389/fpls.2017.00261
**Supplement:** Supplementary file 3

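Table S3 counts mapped reads, and both reads of a pair enter its numbers. The deposited count of a unigene is the number of read pairs that RSEM assigned to it, as an expected value, because a pair that matches several unigenes is divided between them. The sums over unigenes were 17620716, 18838514 and 18948970 in fertile replicates 1 to 3 and 21258865, 18211042 and 17066843 in sterile replicates 1 to 3.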

**Table S3.** Summary of mapped read numbers in each sample from fertile and sterile flowers.

| Sample name | Total reads | Total mapped |
| --- | --- | --- |
| F1 | 43078642 | 35241432 (81.81%) |
| F2 | 46069186 | 37677028 (81.78%) |
| F3 | 46640634 | 37897940 (81.26%) |
| S1 | 52908042 | 42517730 (80.36%) |
| S2 | 44463456 | 36422084 (81.91%) |
| S3 | 41865746 | 34133686 (81.53%) |

# Supplementary material for: Transcriptomic Analysis Reveals Mechanisms of Sterile and Fertile Flower Differentiation and Development in Viburnum macrocephalum f. keteleeri
**Source:** Front Plant Sci. 2017 Mar 1;8:261. doi: 10.3389/fpls.2017.00261

**Figure S1.** Annotation and function classification of the assembled *V. macrocephalum* f. *keteleeri* unigenes.

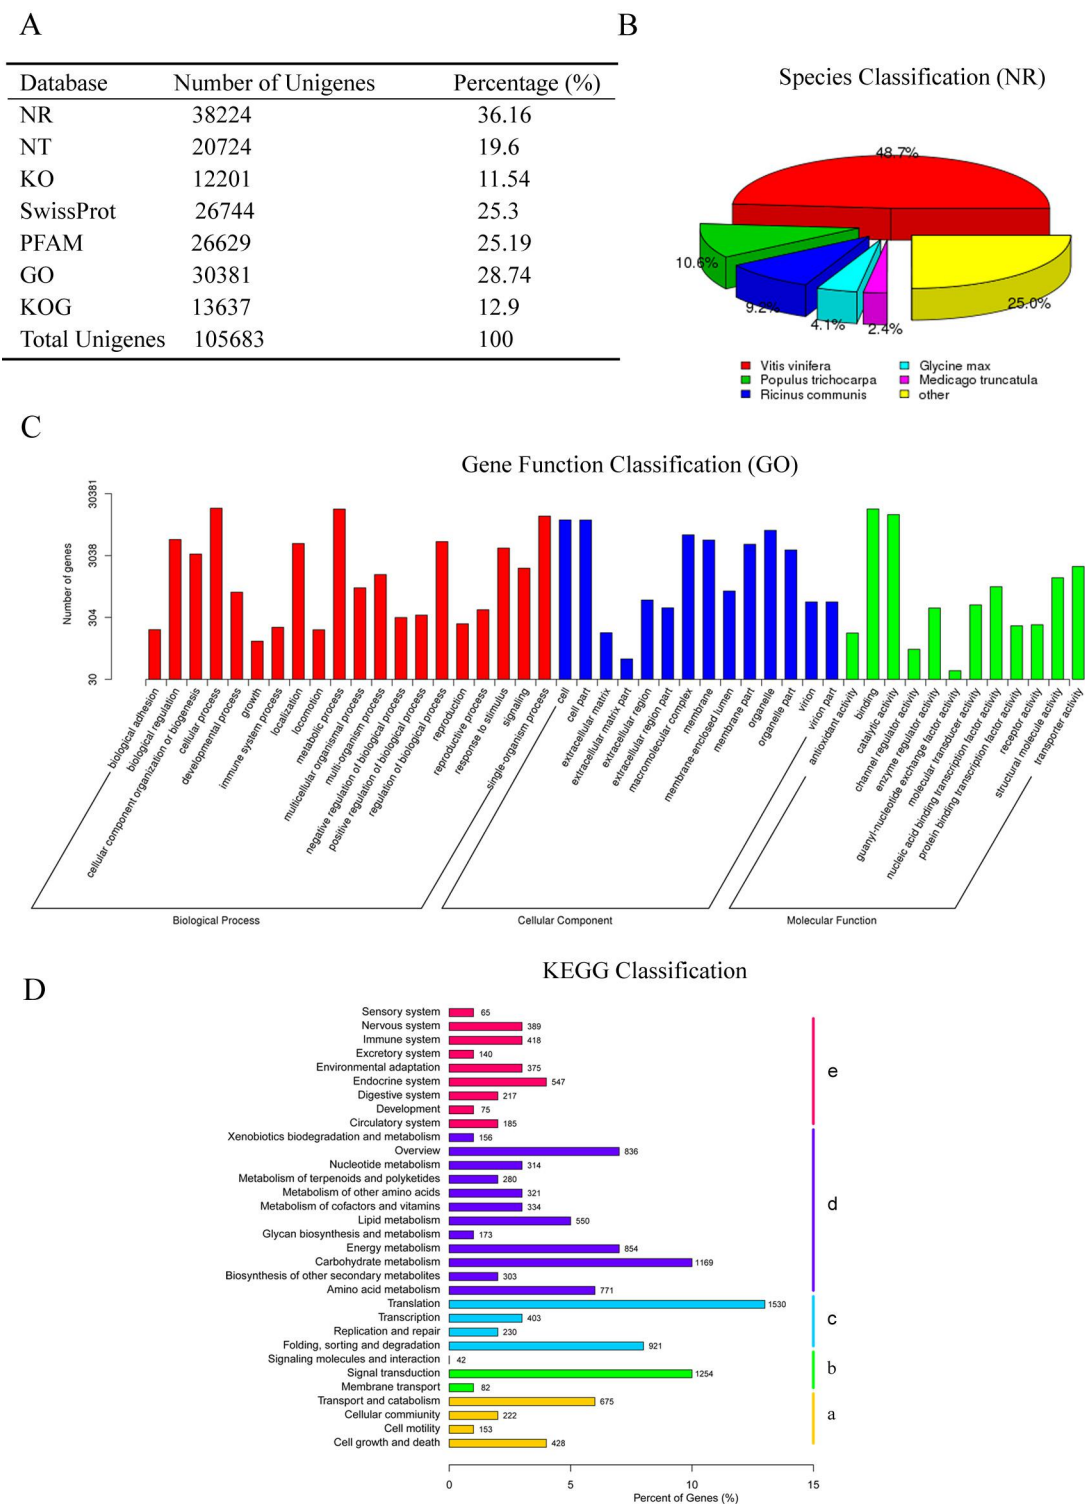

**Supplement:** Supplementary file 11

How the deposited data were processed for this re-analysis (not part of the article)

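RNA-seq was carried out on fertile flowers (n = 3 libraries) and sterile flowers (n = 3 libraries) of V. macrocephalum f. keteleeri. The authors removed low-quality reads, pooled the reads of all 6 libraries for a Trinity assembly and estimated expression per unigene with RSEM. For each library the authors deposited expected counts of read pairs per unigene, not normalized, of which 99.43% were whole numbers. The authors also deposited FPKM values, which divide by unigene length and library size. RSEM divides reads that match several unigenes, so unigenes of one gene family can share reads. No reference genome was used here, and the identifiers are those of the assembly. Gene names come from the paper's text, tables and figures.

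The expected counts were rounded to whole numbers. Unigenes with at least 10 counts over the 6 libraries were tested, 49802 of 105683. Sterile and fertile flowers were compared with edgeR 4.0.16 in R 4.3.3, by TMM normalization and the quasi-likelihood F test (glmQLFit and glmQLFTest) without a block, and p-values were adjusted by the Benjamini-Hochberg method. A unigene with an adjusted p under 0.05 was called a DEG, with no minimum fold change. The version of DESeq that the paper used was not installed, and edgeR was used in its place. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes. A log2 fold change was taken to differ from the paper's when the signs differed or the difference exceeded the combined SD of log2(normalized count + 0.5) in both flower types. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. A unigene was called expressed at a mean FPKM of at least 0.3. Library totals ran from 17066843 to 21258865, and a unigene with 0 counts is below what 3 counts in a library can show.

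The alternatives fixed before the processed files arrived were DESeq2 1.42.0, median-of-ratios size factors, edgeR's filterByExpr, no count filter, the replicate number as a block, the sequencing-quality set as a covariate, a fold change of at least 2, an exact test with the larger of each unigene's own and the trended dispersion, limma 3.58.1 with a trend on log2(FPKM + 1) and on log2(FPKM + 0.1), other definitions of expressed and of specific unigenes, and leaving out each library. The quality sets were defined from the difference between read 1 and read 2 quality in Table S2. They are an assumption, since the paper states a single flowcell and names no lane. Chosen after seeing the data were the sum of fertile replicates 1 and 2, offsets that remove the trend of each library with effective unigene length (a loess curve with span 0.5), and a cut-off strictly above 0.3.

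The rule for named unigenes took those that the results text of the paper names by identifier. It also took those that a supplementary table, Figure 4B or Figure 9B pairs with a gene name in that text. It added the 5 largest changes in each direction among certain DEGs, giving 163 unigenes in all. These DEGs had a mean FPKM of at least 1 in the higher flower type. They also had the same direction in all 3 pairs of libraries with the same number. The text prints only some of the named unigenes and, in each direction, only the largest of these changes. This rule was written before the files arrived. The list was typed by hand and completed under the rule after they had arrived. Its members from supplementary tables were checked by script against those tables, and the members of Figures 4B and 9B were read from the figures by eye.

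The tests were tried on simulated data with 200 unigenes changed by known fold changes, drawn from the means, library sizes and dispersions of the real counts, with dispersions capped at their 90th percentile, which makes the simulated data less variable than the real data. The edgeR test recovered 96% of the changed unigenes, and 7.7% of its calls were false, above the nominal 5%. DESeq2 recovered 99%, and 21.7% of its calls were false. This was a single simulation. GO, KEGG and transcription factor family results were left out because their annotations are not in the files analysed here, as were qRT-PCR and microscopy.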

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

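In sterile replicate 1, 225 unigenes had at least 10 counts and no count in the 5 other libraries. The same number was 0, 2 and 2 in fertile replicates 1 to 3 and 0 and 11 in sterile replicates 2 and 3. The paper does not report these unigenes. Sterile replicate 1 is the largest library, but with equal abundance in the 6 libraries the number of unigenes with at least 10 counts expected to have all of them there by sampling alone is 1.28e-04, so library size is an unlikely cause. The unigenes took 0.0442% of the library's counts. RNA from another organism or plant could be their source, and without sequences this could not be tested. In the other direction, 31 unigenes with at least 50 counts in each of the 5 other libraries had none in sterile replicate 1, and no such unigene was found for any other library. An individual of another genotype could give that excess. However, these 31 unigenes had at least 50 counts in every fertile library, and the paper took both flower types from the same inflorescence. If a fertile library came from the individual of sterile replicate 1, a genotype difference would not explain their absence. The paper, which takes its replicates from 3 individuals, does not state which individual each library came from. A difference between individuals was therefore not tested otherwise. All 3 predictions were written after the counts of these unigenes had been seen. The pattern cannot be told apart from contamination or genotype.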

How the results depend on the processing

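The numbers of photosynthesis, starch and sucrose, Table S6, Table S7, Table S8 and Table S10 unigenes, and of downregulated MADS-box unigenes, stayed within 1.5 times the main number under every alternative. Only the split by flower type, 1 of the 10 splits of the 6 libraries, gave as many DEGs in either direction, as many DEGs specific to 1 flower type, or as many changed members of any set, and the other 9 splits gave no DEG. All sets except the MADS-box unigenes of Table S9 had been picked for a difference between flower types in these libraries, which favours that split. With 10 splits the share cannot fall under 0.1. The split that follows the sequencing-quality sets gave 0 DEGs. Like every split other than that by flower type, it mixes the flower types within its groups, which adds their difference to the spread. It therefore cannot decide whether the quality sets affect the counts.

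Across the 6 fits that each left out a library, upregulated DEGs ran from 1747 to 4968, downregulated DEGs from 3072 to 5733, DEGs specific to fertile flowers from 614 to 1149, DEGs specific to sterile flowers from 25 to 85, photosynthesis unigenes from 21 to 30, downregulated MADS-box unigenes from 14 to 23 and upregulated MADS-box unigenes from 0 to 3. With the counts of fertile replicates 1 and 2 summed, chosen after seeing the data, there were 1882 upregulated and 3269 downregulated DEGs, 679 and 42 specific to fertile and sterile flowers, and 14 downregulated and 0 upregulated MADS-box unigenes. Treating these near-identical libraries as independent replicates may therefore enlarge the main DEG numbers. The length-corrected offsets, also chosen after seeing the data, gave 5694 upregulated DEGs and 5 upregulated MADS-box unigenes.

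DEGs specific to fertile flowers numbered 421 with filterByExpr, which removes unigenes with low counts, and 2090 when a mean FPKM below 0.3 in the other flower type replaced a count of 0. DEGs specific to sterile flowers numbered 6 with filterByExpr, 444 with no count filter, 163 with the replicate block, 33 with the quality set as covariate, 156 with limma on log2(FPKM + 0.1), 177 when at most 1 count was allowed in the other flower type and 445 with a mean FPKM below 0.3 there. Upregulated MADS-box unigenes, 2 in the main fit, numbered 4 with filterByExpr, 3 with no count filter, 5 with the replicate block, 0 with the quality set, and 1 with a fold change of at least 2 and with the exact test. With the replicate block there were 4874 upregulated and 6071 downregulated DEGs.

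Expressed unigenes in fertile and sterile flowers numbered 39942 and 35905 with the cut-off met in all 3 libraries, 37941 and 37347 at a mean FPKM of at least 1, and 37994 and 38375 with at least 10 counts besides. Sterile flowers had 3556 more than fertile flowers in the main setting, 381 more with at least 10 counts besides, and the difference reversed to -4037 with all 3 libraries and -594 at a mean FPKM of at least 1. When a library was left out the difference ran from -7486 to 7871, and it was -7486 without sterile replicate 1 and -301 without sterile replicate 2. The cut-off decides how unigenes with few reads are counted, and the order of the flower types depends on it at this depth.

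Over all alternatives and named unigenes, 2759 log2 fold changes kept their sign and their side of the threshold, 103 no longer passed it, 50 newly passed it and 12 changed sign. Named unigenes that filterByExpr removes, AMS (c52517_g2) among them, have no value under it. Signs reversed only for unigenes near 0. The AP1 unigene c15401_g1 went to 0.11 without fertile replicate 3, 0.20 without sterile replicate 1 and 0.07 with length-corrected offsets, and ran from -0.49 to 0.20 across the fits without a library. PI (c44362_g2) went to 0.10 with length-corrected offsets. The DEFA unigene c76268_g1 went to -0.04 with the replicate block, -0.08 with the quality set, -0.02 with limma at either pseudocount, -0.11, -0.09 and -0.39 without fertile replicate 1, fertile replicate 2 and sterile replicate 3, and -0.10 with fertile replicates 1 and 2 summed. Across the fits without a library it ran from -0.39 to 0.35.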

Differences from the paper's values

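In the main fit 3756 unigenes were upregulated in sterile flowers, and the paper reports 1908. Of the alternatives set before the files arrived, leaving out fertile replicate 1 (1853), fertile replicate 2 (1747), fertile replicate 3 (2350) or sterile replicate 2 (2765) brought the number within 1.5 times the paper's. DESeq2 (4308), median-of-ratios size factors (3806), a fold change of at least 2 (3163) and the remaining alternatives did not. Summing fertile replicates 1 and 2, which was chosen after seeing the values, gave 1882. DEGs specific to sterile flowers numbered 93, and the paper reports 34. The gap closed with the quality set as covariate (33) and without fertile replicate 1 (48), fertile replicate 2 (44) or sterile replicate 2 (25), and under no other alternative set before the files arrived. With fertile replicates 1 and 2 summed, chosen after seeing the values, it was 42.

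The log2 fold change (sterile over fertile) was -13.36 against the paper's -20.286 for SF3 (c50177_g1), -6.52 against the paper's -13.428 and -12.43 against the paper's -19.3556 for GAM1 (c105540_g1 and c53119_g2), -7.26 against the paper's -14.1657 for CALS5 (c90889_g1), -8.63 against the paper's -15.5431 for AMS (c52517_g2), -8.55 against the paper's -15.4813 for SAUR (c21498_g1) and 5.79 against the paper's 12.7001 for RGL1 (c27246_g1). For COPT1 (c49933_g1) it was -11.14 against the paper's -8.0982. None of the alternatives set before the files arrived closed any of these gaps. Each of these unigenes had no count in any library of the lower flower type, so the counts do not fix the size of its log2 fold change. The gaps therefore cannot show a difference in the data, and the direction was the same as the paper's for each unigene.

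The paper lists the photosynthesis unigenes of Figure 4B under a pathway enriched among the upregulated DEGs, without stating the direction of each. Of these unigenes, 1 was downregulated here. The paper states that every differentially expressed MADS-box unigene was lower in sterile flowers. Among the unigenes of Table S9, 2 were upregulated in the main fit and 5 with the replicate block, and 3 of the unigenes of Figure 9B did not pass the threshold in the main fit. No MADS-box unigene was upregulated with the quality set as covariate, without fertile replicate 1 or 2, or with fertile replicates 1 and 2 summed, the last chosen after seeing the values. Of the 3 unigenes of Figure 9B, c35268_g1 passed with DESeq2, no count filter, the replicate block, limma at either pseudocount and without sterile replicate 3. The unigene c48759_g1 passed with no count filter, the exact test, limma at either pseudocount and without sterile replicate 3, and c48898_g1 with DESeq2, no count filter, the replicate block and without sterile replicate 1. AMS (c52517_g2), AIL5 (c23929_g1), GH3.9 (c52760_g1) and GH3.11 (c52760_g2), which the paper lists as DEGs, had adjusted p-values of 0.0509, 0.0566, 0.0554 and 0.0732 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in the main fit, which has no replicate block. With the replicate block, AMS (0.00135), GH3.9 (0.0178) and GH3.11 (0.0368) passed and AIL5 (0.0585) did not. AMS also passed with no count filter (5.81e-19), with the quality set as covariate (0.0109) and without fertile replicate 3 (0.00273). All counts of AMS lay in the nearly identical fertile replicates 1 and 2, so each of its passes rests on them, the replicate block included. The value with no count filter came from the same counts as that of the main fit, so its size is no measure of stronger evidence. GH3.9 and GH3.11 also passed with DESeq2 (0.00772 and 0.0211), no count filter (3.56e-07 and 9.77e-05) and without sterile replicate 1 (2.71e-04 and 7.03e-04), and GH3.9 with limma on log2(FPKM + 1) (0.0357). AIL5 passed with DESeq2 (0.0274), filterByExpr (0.0395), no count filter (0.00729) and the exact test (0.0176), and without sterile replicate 1 (0.038).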

Other observations

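Fertile replicates 1 and 2 differed far less than any other pair of replicates, with a chi-square over degrees of freedom of 1.27 against at least 26.94 for the other pairs. Counts from 1 library sequenced on 2 occasions would give about 1, and the value found lies between that and the 1.5 set as the limit for ruling the explanation out, in a prediction written after the value was seen. A shared library or RNA pool may explain the similarity, and these data cannot tell. No biological explanation was tested.

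CEP1 (c24482_g1), AMS (c52517_g2) and SHT (c57651_g1) were counted in fertile replicates 1 and 2 and nearly absent from fertile replicate 3, which had 0, 0 and 5 counts. By a stricter rule, 12 unigenes had at least 100 counts in fertile replicates 1 and 2 and at most 1 in replicate 3. CEP1 is among them, and AMS and SHT are not. Depth was tested first, although fertile replicate 3 had the largest total of the fertile libraries, so low depth was excluded beforehand. At that total the share of CEP1 in the other fertile libraries predicts 3018 counts. The length trends of the libraries predict a log2 difference of 0.09 for CEP1, in place of its absence. A difference between the sequencing-quality sets could not be tested, since 0 of these 12 unigenes reached 10 counts in the sterile library of the set that holds fertile replicates 1 and 2. In that library, sterile replicate 2, AMS and SHT had 0 and 1 counts. All 3 predictions were written after the counts had been seen. The 3 unigenes were picked from the named unigenes after their counts had been seen. The paper gives the same flowering stage, S2, for all libraries, which does not exclude a difference in timing within it. By qRT-PCR it found AMS in fertile flowers highest at stage S1 and nearly absent at stages S2 and S3. It does not state which of its 3 individuals each library came from. No biological explanation was therefore tested, and the pattern cannot be told apart from a difference between the quality sets.

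The replicate 3 libraries of both flower types deviated together from their group means, with a correlation across 16065 unigenes of 0.740. Unigenes are not independent replicates, and the value is 1 of 9 computed between fertile and sterile libraries. Spearman's rho between the deviation and effective unigene length was -0.556 and -0.562 in the replicate 3 libraries and between 0.233 and 0.519 in the others. Removing the length trends left a correlation of 0.624, most of its size, so length bias alone is an unlikely cause. With the length trends removed, pairs with the same number correlated more than the others by 0.555 on average, which is consistent with the same number standing for the same individual. That difference was the largest of the 6 ways to pair the numbers, too few to rule out chance, and exchanging fertile replicates 1 and 2, which are nearly identical, gave 0.546, so it rests on the replicate 3 libraries. Pairs from the same quality set correlated more by 0.287 on average, just under the 0.3 set for that explanation, although fertile replicate 3 and sterile replicate 1, of the same set, correlated at -0.346. These predictions were written after the correlations had been seen. The shared deviation may reflect individuals, library preparation or sequencing, which cannot be told apart here.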
